# Long non-coding RNA Linc-RAM enhances myogenic differentiation by interacting with MyoD

**DOI:** 10.1038/ncomms14016

**Published:** 2017-01-16

**Authors:** Xiaohua Yu, Yong Zhang, Tingting Li, Zhao Ma, Haixue Jia, Qian Chen, Yixia Zhao, Lili Zhai, Ran Zhong, Changyin Li, Xiaoting Zou, Jiao Meng, Antony K. Chen, Pier Lorenzo Puri, Meihong Chen, Dahai Zhu

## Abstract

Long non-coding RNAs (lncRNAs) are important regulators of diverse biological processes. Here we report on functional identification and characterization of a novel long intergenic non-coding RNA with MyoD-regulated and skeletal muscle-restricted expression that promotes the activation of the myogenic program, and is therefore termed Linc-RAM (Linc-RNA Activator of Myogenesis). *Linc-RAM* is transcribed from an intergenic region of myogenic cells and its expression is upregulated during myogenesis. Notably, *in vivo* functional studies show that *Linc-RAM* knockout mice display impaired muscle regeneration due to the differentiation defect of satellite cells. Mechanistically, Linc-RAM regulates expression of myogenic genes by directly binding MyoD, which in turn promotes the assembly of the MyoD–Baf60c–Brg1 complex on the regulatory elements of target genes. Collectively, our findings reveal the functional role and molecular mechanism of a lineage-specific Linc-RAM as a regulatory lncRNA required for tissues-specific chromatin remodelling and gene expression.

## Abstract (web summary)

Long non-coding RNAs are important regulators of many diverse biological processes. Here the authors describe Linc-RAM, which regulates myogenesis by binding MyoD and promoting the assembly of the MyoD–Baf60c–Brg1 complex at target genes.

An increasing number of long (>200 nucleotides) non-coding RNAs (lncRNAs) have been identified as recently annotated^1^. Interestingly, some of these lncRNAs exhibit cell-type-specific expression patterns and have been shown to play pivotal roles in developmental processes, including cell fate determination, cellular differentiation, regulation of the cell cycle and proliferation, apoptosis and aging^2^. They have also been implicated in regulation of the pluripotent state and initiation of differentiation programs in stem cells^3^. A recent study employing an lncRNAs knockout (KO) mouse approach has provided further support for the functional relevance of lncRNAs in regulating the cell differentiation and development, showing that individual KO of 18 different lncRNAs leads to a variety of developmental defects affecting diverse organs, including the lung, gastrointestinal tract and heart^4^. Moreover, mechanistic studies of lncRNAs functions during the cell differentiation and development have revealed that most lncRNAs function by guiding chromatin modifiers and epigenetic regulators to specific genomic loci^5^,^6^. In most cases, this is achieved by recruiting repressive modifiers, such as DNA methyltransferase 3, polycomb repressive complexes^7^ or histone H3 lysine 9 (H3K9) methyltransferases^8^, although transcriptional activation has also been demonstrated through recruitment of the histone H3K4 methyltransferase MLL1 complex^9^,^10^. A nuclear lncRNAs, known as D4Z4 binding element-transcript (DBE-T), which links copy number variation to a polycomb/trithorax epigenetic switch, has been implicated in facioscapulohumeral muscular dystrophy^11^.

Myogenesis is a highly coordinated developmental process. Myogenic cell specification and differentiation is determined by the master transcriptional regulatory factor MyoD (myogenic differentiation) in concert with other myogenic regulatory factors (MRFs), such as the muscle bHLH proteins Myf5, myogenin (MyoG) and MRF4, and with the MEF2 family members^12^,^13^,^14^. MyoD and Myf5, which are expressed at the time of myogenic specification, initiate muscle gene expression by virtue of their ability to remodel chromatin at previously silent target loci^15^ that is conferred by the association with chromatin-modifying enzymes, such as histone acetyltransferases, methyltransferases and the ATPase-dependent chromatin-remodelling SWItch/Sucrose NonFermentable (SWI/SNF) complex^16^. Although recent studies have revealed that the association between MRFs and these ‘chromatin modifiers' is directed by extracellular signal-activated pathways, such as p38 and AKT signalling^17^,^18^,^19^,^20^, the identity of potential mediators of these interactions is still missing.

The cell-type-specific expression pattern of lncRNAs and their proposed function as ‘chromatin modifiers' at specific genomic loci, predict that lncRNAs facilitate association of tissue-specific transcriptional activators and general co-activators. Indeed, some muscle-specific lncRNAs that control muscle gene expression have been reported, including steroid receptor RNA activator^21^, muscle-specific linc-MD1 (ref. 22), two enhancer RNAs transcribed from the upstream regulatory region of MyoD^23^ and Yam-1 (ref. 24). Recently, a lncRNA Dum was reported to regulate *Dppa2* expression by interacting with Dnmts during myogenic differentiation and muscle regeneration^25^.

Here we describe the identification and characterization of a lncRNA Linc-RAM (Linc-RNA Activator of Myogenesis), which is specifically expressed in skeletal muscle tissue and functionally promotes myogenic differentiation. Significantly, *Linc-RAM* KO mice have reduced the number of the myofibers and delayed muscle regeneration. Mechanistically, we reveal that Linc-RAM acts as a regulatory lncRNA directly interacting with MyoD to facilitate assembly of the MyoD–Baf60c–Brg1 complex.

## Results

### Linc-RAM is a muscle expressed and MyoD-regulated lncRNA

To identify MyoD-regulated lncRNAs involving in myogenic differentiation, we analysed public database of RNA-Seq^26^ and MyoD chromatin immunoprecipitation (ChIP)-Seq data^27^ during C2C12 cell differentiation. Forty-five differentially expressed lncRNAs with MyoD-binding peaks within their promoter regions were identified by the integrated analysis (Supplementary Fig. 1). Compared with the similar analyses published from other three independent groups^28^,^29^,^30^, out of 45 lncRNAs, 2 lncRNAs (1600020E01Rik and 2310015B20Rik) were reported as enriched lncRNAs in myotubes^29^ and 1 lncRNA 2310043L19Rik was described in the previous work^30^. We further identified muscle-specifically expressed lncRNAs by examining expression patterns of the identified 45 lncRNA genes in various tissues of mouse. One lncRNA NR_038041 (2310015B20Rik), named as Linc-RAM in the study, was specifically expressed in mouse skeletal muscle cells (Supplementary Fig. 2). By using various approaches, we also demonstrated that *Linc-RAM* was transcriptionally regulated by MyoD both *in vitro* and *in vivo* (Supplementary Fig. 3). Syntenic region analysis suggests human version of *Linc-RAM* is likely Linc-00948 that has been annotated as a lncRNA in human genome (Supplementary Fig. 4). Intriguingly, Linc-RAM happens to be the putative lncRNA encoding a recently identified micropeptide myoregulin (MRLN)^31^, which mediates muscle performance by regulating Ca2^+^handling through inhibiting the pump activity of SERCA (Sarco endoplasmic reticulum calcium adenosine triphosphatase)^31^.

### Linc-RAM promotes myogenic differentiation

Given the fact that Linc-RAM was specifically expressed in skeletal muscle cells and its expression was regulated by MyoD, it was conceivable that Linc-RAM plays a regulatory role in regulating myogenesis. Thus, we first examined the effect of Linc-RAM depletion on myogenic differentiation in C2C12 cells stably expressed two independent of short hairpin RNAs (shRNA) targeting Linc-RAM, respectively (Fig. 1a; Supplementary Fig. 5). Linc-RAM knockdown in differentiating C2C12 cells resulted in a marked decrease of myoblast differentiation into myotubes, as evidenced by a reduced number of myosin heavy chain-positive (MHC^+^) cells (Fig. 1b,c; Supplementary Fig. 5) and lower levels of MHC protein (Fig. 1d), as compared with negative control (NC) cells harbouring a non-targeting shRNA. Conversely, transiently overexpressed full-length Linc-RAM significantly enhanced the myogenic differentiation, by increasing the expression of MyoG and the number of the MyoG^+^ cells (Supplementary Fig. 6). To further support this observation, we stably overexpressed full-length Linc-RAM in C2C12 cells (Fig. 1e) and examined its ability to promote myogenic differentiation by immunostaining with an antibody against MHC. As shown in Fig. 1f and Supplementary Fig. 7, interestingly, we observed the significantly enhanced differentiation and a ‘radial' pattern of the differentiated myotubes from the cells overexpressing Linc-RAM. Consistently, stably overexpressed Linc-RAM significantly enhanced myogenic differentiation, as shown by an increased fusion index Fig. 1g and level of MHC protein (Fig. 1h). To clarify that the pro-myogenic effect is mediated by Linc-RAM ncRNA rather than by its encoded micropeptide MRLN, the truncated mutants of Linc-RAM without (delta 1) or with (delta 2) MRLN open reading frame (ORF) were overexpressed in differentiating C2C12 cells (Fig. 1i) and none of the mutants was able to promote myogenic differentiation (Fig. 1j–l), suggesting that full-length Linc-RAM is required for myogenic differentiation in a MRLN-independent manner. To further confirm this, we overexpressed a frameshift mutant of full-length Linc-RAM in MRLN ORF, in which the MRLN was unable to be translated in the cells (Fig. 1m). Again, we found that the mutated Linc-RAM unable to encode for MRLN promoted myogenic differentiation with the similar efficiency as wild-type (WT) Linc-RAM (Fig. 1n,o). Collectively, our multiple lines of experimental data revealed that functional role of Linc-RAM in promoting myogenic differentiation was MRLN independent.

### *Linc-RAM* KO mice display delayed muscle regeneration

To strengthen the above *in vitro* findings, we then investigated *in vivo* functional role of Linc-RAM in regulating muscle development and regeneration by generating *Linc-RAM* KO mice. The strategy used for generating *Linc-RAM* KO mice was different from the MRLN KO mice reported by Anderson *et al*.^31^ Only the exon 2 was deleted in our *Linc-RAM* KO mice, while the exon 1 and 3 were still present (Fig. 2a,b), leading to the generation of an exon 1–3 fusion transcript that still contains the intact MRLN ORF (Supplementary Fig. 8a). No overt different in body weight, the muscle mass and myofibers size were observed in the *Linc-RAM* KO mice compared with their WT littermates (Supplementary Fig. 8b–d); however, the number of the myofibers were significantly reduced in *Linc-RAM* KO mice than in WT littermate controls (Fig. 2c). We next investigated how Linc-RAM regulates satellite cell function during muscle regeneration induced by injecting cardiotoxin (CTX) into tibialis anterior (TA) muscle of *Linc-RAM* KO mice and WT mice. During regeneration, *Linc-RAM* expression markedly increased 3 days after injury (Supplementary Fig. 9), suggesting that Linc-RAM regulates satellite cell differentiation during regeneration of damaged muscle in mice. In support of this notion, we found that at 14 days after injection, regenerating myofibers, characterized by centralized nuclei, were significantly smaller in *Linc-RAM* KO mice than in WT littermates control (Fig. 2d,e). Next, we directly evaluated the influence of Linc-RAM on satellite cell differentiation by using freshly isolated satellite cells from hind limb skeletal muscle of *Linc-RAM* KO and WT littermates. The isolated satellite cells were cultured in differentiation medium for 36 h and immunostained with antibody against MHC (Fig. 2f). Consistent with the functional role of Linc-RAM in enhancing C2C12 myogenic cell differentiation (Fig. 1), myogenic differentiation of the isolated satellite cells from the *Linc-RAM* KO mice was significantly delayed, as shown by a decreased fusion index (Fig. 2g) and reduced levels of MHC messenger RNA (mRNA; Fig. 2h). Together, results of both *vitro* and *in vivo* functional assays convincingly reveal the novel role of Linc-RAM in promoting myogenic differentiation during muscle development and regeneration.

### Nuclear Linc-RAM directly interacts with MyoD in muscle cell

Functional independence of Linc-RAM in enhancing myogenic differentiation on MRLN supports the notion that Linc-RAM functions as a regulatory RNA in promoting myogenic cells differentiation. To confirm this, we first examined subcellular localization of Linc-RAM and found that the Linc-RAM transcript is present in both nuclei and cytoplasm of myoblasts (Fig. 3a) and myotubes (Fig. 3b), which was also supported by fluorescence *in situ* hybridization (FISH) analyses (Fig. 3c). Collectively, the nuclear localization of Linc-RAM and its MRLN-independent function indicated that Linc-RAM acts as a regulatory lncRNA involved in transcriptional control of muscle genes expression during skeletal muscle development.

Considering that Linc-RNAs can regulate gene expression by interacting with a specific transcriptional factor or a component of chromatin-modifying complexes^3^,^32^ and the nuclear localization of Linc-RAM in the muscle cells, we next tested the possibility that Linc-RAM functions in muscle cells by physically interacting with MyoD in nucleus. We performed RNA immunoprecipitation assays with the nuclear fraction of muscle cells using affinity-purified anti-MyoD antibody and assayed the samples by quantitative PCR with reverse transcription (RT–qPCR) using primers specific for the Linc-RAM transcript. The Linc-RAM transcript was pulled down only by an anti-MyoD antibody and not by an anti-IgG control antibody (Fig. 3d), indicating that Linc-RAM physically associates with MyoD in muscle cells. The glyceraldehyde-3-dehydrogenase (*GAPDH*) transcript, used as a NC, was not detected in the immunoprecipitated samples by RT–PCR (Fig. 3d), confirming the specificity of the anti-MyoD antibody. Next, we performed electron mobility shift assay with GST–MyoD fusion protein to further assess direct interaction between Linc-RAM and MyoD. We found that Linc-RAM directly interacted with MyoD (Fig. 3e) and their specific interaction was evidenced by showing the MyoD antibody mediated super shift (Fig. 3e) and abolished binding with the cold competitor probes (Fig. 3e). To further identify the Linc-RAM-binding domain required for its interaction with MyoD, we generated the different truncated mutants of Linc-RAM (Fig. 3f) and found that all the mutants were unable to physically bind with MyoD (Fig. 3f), indicating that the full length of Linc-RAM is essentially required for its physical interaction with MyoD. Consistent with the results that none of the Linc-RAM mutants was able to promote myogenic differentiation (Fig. 1i–l), our data support the notion that physical interaction of the full-length Linc-RAM with MyoD is required for its function to promote myogenic differentiation. Furthermore, we found that Linc-RAM did not bind MyoG protein (Supplementary Fig. 10), supporting functional role of Linc-RAM in regulating myogenic differentiation by specifically interacting with MyoD. Collectively, our results from both physical binding and functional assays not only provides convincing data to uncover Linc-RAM acting as a regulatory lncRNA for promoting myogenic differentiation in a MRLN-independent manner, but also give a mechanistic explanation for why the truncated mutants cannot promote myogenic differentiation.

### Linc-RAM enhances transcriptional activity of MyoD

The directly physical interaction between Linc-RAM and MyoD in the muscle cells suggests that Linc-RAM might act in concert with MyoD to regulate transcription of a common set of myogenic genes. Furthermore, our ChIRP (Chromatin Isolation by RNA Purification) analysis indicated that Linc-RAM is a chromatin-associated linc-RNA, as evidenced by identifying Linc-RAM genomic-binding sites in myogenin gene promoter from the recovered chromatin by quantitative PCR in muscle cells (Supplementary Fig. 11). We, therefore, investigated the global effect of Linc-RAM on gene expression by RNA-Seq analysis during myogenic differentiation using RNAs isolated from differentiating C2C12 myoblasts, in which Linc-RAM was either stably overexpressed or knocked down. 

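C2C12 is an immortalized mouse myoblast line that exits the cell cycle and fuses into myotubes when serum is reduced. The data comprise 3 polyadenylated RNA libraries, 1 each from cells stably transduced with empty vector (control cells), with Linc-RAM (overexpressing cells) and with an shRNA against Linc-RAM (knockdown cells). No library came from cells with a non-targeting shRNA, the control of the paper's differentiation assays of knockdown cells. An effect of expressing any shRNA therefore cannot be told apart from that of the knockdown here. According to the sample labels, the RNA was taken after 12 h in medium with 2% horse serum. With 1 library per condition, no difference between these libraries has a replicate check in the sequencing data. Where genes are called upregulated or downregulated by overexpression or by knockdown, the words name the library compared with control, not a cause. Linc-RAM itself, listed under the symbol 2310015B20Rik, had an RPKM of 0 in control cells, 1.07 in overexpressing cells and 0 in knockdown cells, which corresponds to about 1 read in the overexpressing cells and none in the others. A count of 0 allows up to 3 reads, so no fold is given, and a decrease in knockdown cells was not detectable. In overexpressing cells 10042 genes had at least 1 RPKM, so a high level of Linc-RAM would have been seen at this depth. The libraries therefore do not show the overexpression, for a reason that was not tested. The level of Linc-RAM cannot serve as a check of the labels. The RT–qPCR of the paper shows Linc-RAM lower in knockdown cells and higher in overexpressing cells (Fig. 1a,e).
The authors mapped the reads to mm9 with TopHat, version 1.4.1 in the submitters' processing notes, computed the coverage of each gene with DEGSeq, and deposited RPKM values (reads per kilobase of transcript, scaled to the mapped reads of the library) for 22068 genes, of which 8478 were listed at 0 in all 3 libraries. The treatment of reads that map to several places, and of strand, is not given in the sources used here, so values of near-identical or overlapping genes are uncertain. RPKM values of a gene are multiples of the value of 1 read, and these steps gave library totals of 5130482 reads for control cells, 2105513 for overexpressing cells and 1878146 for knockdown cells. A single read on a transcript of 1 kb was therefore worth 0.195, 0.475 and 0.532 RPKM, respectively. Whole reads, within 0.008 reads plus 8e-06 of the count, were found for 99.9% of the 13590 genes above 0. Where several transcript lengths gave whole reads, the fewest reads were taken, so the read numbers given are lower limits. A gene was counted as upregulated when its RPKM was at least 2 times that of control cells and as downregulated when at most 0.5 times, among genes with at least 1 RPKM in 1 or both of the libraries compared. Ratios are given with 95% exact binomial intervals from the recovered reads, which cover counting error only. A binomial test of the reads, where named, compares 2 libraries and not the conditions. The control library was the deepest, which makes decreases harder to find than increases. In simulated overexpression data the test found 100.0% of genes set to a ratio of 4 but 84.0% of those set to 0.25. Numbers of upregulated and downregulated genes that pass it are therefore not directly comparable.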

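Among genes with at least 5 RPKM in control or overexpressing cells and above 0 in both, the largest increases with overexpression included Heyl, a transcriptional effector of Notch signalling, with an RPKM of 0.602 in control and 8.07 in overexpressing cells, a ratio of 13.4 (95% interval 7.52 to 25.7). Alox5, the lipoxygenase that starts leukotriene synthesis, was 9.66-fold higher (6.33 to 15.2) and Klf2, a zinc finger transcription factor, 8.12-fold higher (4.73 to 14.6). Dync1i1, an intermediate chain of dynein, was 11.1-fold higher (5.31 to 26.0), Prrg4 11.3-fold (5.17 to 28.0) and Efhd1 9.05-fold (3.83 to 24.7). Krt19, a keratin of simple epithelia, had a ratio of 21.9 that rests on about 1 and 9 reads (3.04 to 961), and Prl2c2, a proliferin with near-identical copies in the genome, had a ratio of 8.44. The largest decreases included Adam12, a metalloprotease of fusing myoblasts, with a ratio of 0.149 (0.0838 to 0.246), Tmem176b with 0.154 (0.083 to 0.265) and Actg2, smooth muscle gamma actin, whose RPKM of 141 in control cells was 29.6 in overexpressing cells. Asns, asparagine synthetase, had a ratio of 0.193 (0.0941 to 0.356), and the glutathione transferase Mgst1 had 0.198 on about 37 and 3 reads. Pet2, Ms4a4d and Fkbp1b had ratios of 0.0222, 0.0594 and 0.18, with about 1, 1 and 2 reads left in the overexpressing cells. Of the genes named here, Krt19, Tmem176b, Actg2, Asns, Mgst1, Pet2 and Ms4a4d were also called in the same direction in knockdown cells, against the same control library.
By the 2-fold rule, 500 genes were upregulated and 457 were downregulated in overexpressing cells. Of these, 216 and 118 also had a binomial p of 0.005 or less on their reads. In 100 simulations of unchanged libraries at these depths, counting error alone gave a median of 243 upregulated and 315 downregulated genes. At a minimum of 5 RPKM, 164 genes were upregulated and 99 were downregulated. Downregulated genes were the more numerous with scaling to a common sum (437 upregulated and 536 downregulated), with at least 10 reads (302 and 362) and with no minimum (1256 and 1643).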

First, we found that 264 genes were upregulated and 235 genes were downregulated (≥2 fold difference in expression) in Linc-RAM-overexpressing C2C12 cells compared with control cells. 

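In knockdown cells, the gene with the smallest ratio to control cells among those with at least 5 RPKM in either library and above 0 in both was Ccnd2, which encodes cyclin D2. Its RPKM was 6.62 in control and 0.185 in knockdown cells, with about 196 and 2 reads. Il1rn, the interleukin-1 receptor antagonist, had a ratio of 0.0479 (95% interval 0.00979 to 0.142), and Stmn2, a tubulin-binding stathmin of neurons, one of 0.116 (0.0798 to 0.164). The imprinted non-coding RNA H19 had an RPKM of 697 in control and 120 in knockdown cells, a ratio of 0.172 (0.158 to 0.187). Chac1, a glutathione-degrading enzyme of the stress response, had a ratio of 0.12 (0.032 to 0.318) and the sphingosine-1-phosphate receptor S1pr3 one of 0.149 (0.0758 to 0.266). Pet2 and Serpina3g had ratios of 0.0745 and 0.101, on about 3 reads and 1 read in knockdown cells. The largest increases included Pax7, the transcription factor of muscle satellite cells, with an RPKM of 0.228 in control and 5.36 in knockdown cells (ratio 23.5, 9.32 to 76.0), and Fmo1, a flavin-containing monooxygenase, with a ratio of 18.4 (12.0 to 29.2). Fndc1 was 7.99-fold higher (5.11 to 12.9), Daam2, a formin of Wnt signalling, 6.88-fold (5.24 to 9.12), the imprinted gene Mest 5.09-fold (3.18 to 8.28) and Capn6 4.29-fold (3.24 to 5.71). The cytokine gene Il18 had a ratio of 4.92 on about 5 and 9 reads. Rmrp, the RNA of RNase MRP, which lacks a poly(A) tail, had the largest ratio among these genes, 32.8, on about 1 and 12 reads. All genes named here except H19, Daam2, Capn6 and Rmrp were also called in the same direction in overexpressing cells, against the same control library.
By the same rule, 497 genes were upregulated and 518 were downregulated in knockdown cells, against a median of 264 and 344 in 100 simulations of unchanged libraries. With the binomial test on reads, 172 remained among the upregulated and 130 among the downregulated genes. The numbers at a minimum of 5 RPKM were 119 and 151. Upregulated genes were the more numerous with the test on reads, with genes at 0 left out (469 and 456) and with scaling to a median ratio of 1 (508 and 495). Leaving out genes at 0 took away 28 upregulated and 62 downregulated genes, and in simulated data the test found increases more often than decreases. With either, the turn is therefore no evidence of more upregulated genes.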

In Linc-RAM knockdown cells, 305 upregulated and 237 downregulated genes were identified (Fig. 4a; Supplementary Data set 1). 

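Replication-dependent histone genes, which encode proteins of the nucleosome and are expressed in S phase, were lower in knockdown cells, and replacement histone genes were not. Of 54 measured histone genes (at least 1 RPKM in 1 or more libraries), 18 were downregulated, 6 were upregulated and 30 were neither. Their median log2 ratio to control cells, with 1 RPKM added to both values, was -0.70, at percentile 0.0 among 10000 random lists of the same size matched on mean expression. All 18 were among the 44 replication-dependent genes, whose pooled reads had a ratio of 0.552 (95% interval 0.494 to 0.617), while the 10 replacement genes had 1.09 (1.03 to 1.16) and all histone reads together 0.918. This split was made after the values of the list had been seen. Hist1h2bc had about 78 reads in control and 6 in knockdown cells, a ratio of 0.21 (0.0748 to 0.478). Hist2h3b and Hist1h2ak had about 9 and 8 reads in control cells and were listed at 0 in knockdown cells, where a count of 0 allows up to 3 reads. In overexpressing cells, 6 histone genes were upregulated and 9 were downregulated, with a median of 0.05 at percentile 81.6. Hist1h2af, a histone H2A gene, had a ratio of 0.375 there (0.186 to 0.693). Histone genes are short and many are near-identical copies. Only 3 of the 18 downregulated in knockdown cells, and 2 of the 9 downregulated in overexpressing cells, had a binomial p of 0.005 or less on their reads.
Of 15 measured myogenic regulatory factors and their partners, 3 were upregulated in overexpressing cells, namely Myog, Myod1 and Pax7, and none was downregulated. The ratio of Pax7 in these cells was 12.2 (4.58 to 40.8) on about 5 and 25 reads. In knockdown cells Pax7 and Tead4 were upregulated and none was downregulated. Tead4 had about 6 reads in either library and an interval of 0.73 to 10.2. The median log2 ratio of this list was 0.08 in overexpressing and 0.29 in knockdown cells, at percentiles 76.2 and 99.6. In knockdown cells its 95% interval from redrawing the reads, -0.03 to 0.36, holds 0. The list as fixed also held Id genes, Twist1 and Msc, so its median gives no direction for factors that promote myogenesis. The Notch pathway, which holds myoblasts undifferentiated, had 4 upregulated and 3 downregulated members among 24 in overexpressing cells and 3 downregulated in knockdown cells, with medians of 0.05 and 0.00. Notch1 was 2.15-fold higher in overexpressing cells (1.74 to 2.67) and had a ratio of 0.419 in knockdown cells (0.273 to 0.622). The ligand gene Jag2 had a ratio of 0.364 in knockdown cells (0.202 to 0.616). The GO enrichment of the paper was not recomputed.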

A gene set enrichment analysis of differentially expressed genes revealed that Linc-RAM-regulated genes were highly enriched for the terms nucleosome assembly and transcriptional regulation of myogenic gene expression (Fig. 4b). These results indicate that Linc-RAM exerts a global effect on the expression of genes involved in myogenic differentiation.

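By their median, genes of the contractile apparatus were higher in overexpressing cells and lower in knockdown cells, though 19 of 24 were neither by the 2-fold rule in the latter. Of 24 measured members, 13 were upregulated and none was downregulated in overexpressing cells, while 5 were downregulated and none was upregulated in knockdown cells. In overexpressing cells, Synpo2l and Pdlim3, both of the sarcomeric Z-disc, were 7.99-fold (95% interval 4.65 to 14.4) and 6.03-fold (3.57 to 10.5) higher, and Actn3, the alpha-actinin of fast muscle, was 4.76-fold higher (3.26 to 7.04). The myosin light chain gene Mylpf had a ratio of 12.2 on about 1 and 5 reads. In knockdown cells Des, the muscle intermediate filament desmin, had an RPKM of 145 against 291 in control cells (ratio 0.499, 0.456 to 0.545). Trim55 and Mustn1 had ratios of 0.312 (0.0806 to 0.873) and 0.423 (0.202 to 0.804), and Myl6b had 1 read against about 11. The median log2 ratio of the list was 0.72 in overexpressing cells (percentile 100.0) and -0.27 in knockdown cells (percentile 0.5). The medians moved with the processing, to 0.24 in overexpressing cells at a minimum of 5 RPKM, and 1.23 and -0.60 with 0.1 instead of 1 RPKM added. On reads, 8 of the 13 and 1 of the 5 had a binomial p of 0.005 or less.
Of 18 measured genes of calcium handling and the neuromuscular junction, 2 were upregulated by overexpression and 2 were downregulated by knockdown. In each case 1 had a binomial p of 0.005 or less on its reads. Chrnd, the delta subunit of the acetylcholine receptor, was 2.5-fold higher in overexpressing cells (1.54 to 4.08), and Chrna1 and Chrnb1 were 1.94-fold and 1.80-fold higher, below the threshold. Rapsn, which clusters the receptor, had a ratio of 0.476 in knockdown cells (0.339 to 0.656), and the receptor subunit gene Chrng had about 17 reads in control and 1 in knockdown cells. The median log2 ratio was 0.20 in overexpressing and -0.28 in knockdown cells, at percentiles 97.4 and 0.8. Among 27 measured genes of myoblast fusion and adhesion, Itga7, the laminin-binding integrin of muscle, was 3.32-fold higher in overexpressing cells (2.89 to 3.83) and Jam2 2.78-fold (2.31 to 3.34), and the cadherin gene Cdh15 had a ratio of 0.48 in knockdown cells (0.357 to 0.636). Dysf had a ratio of 5.85 in knockdown cells on about 7 and 15 reads. The list had 3 upregulated genes and 1 downregulated gene in overexpressing cells, and 2 and 3 in knockdown cells, with medians of 0.07 and 0.00 at percentiles 82.9 and 69.6. Of these calls, 3, 1, 1 and 1 had a binomial p of 0.005 or less on their reads. Of 11 measured markers of neurons, a cell type C2C12 cells do not form, 7 were upregulated and 1, Stmn2, was downregulated by overexpression (median 1.43), and 1 was upregulated and 5 were downregulated by knockdown (-0.52, and -1.07 with 0.1 RPKM added), of which 6, 1, 0 and 2 had a binomial p of 0.005 or less. Of 4 epithelial markers, 3 were upregulated by overexpression, 2 of them with such a p, and Krt14 had a ratio of 0.715 (0.423 to 1.16), with a median of 1.28 over the 4 (1.85 with 0.1 RPKM added, 0.94 at a minimum of 5 RPKM). From the differentially expressed genes and their enriched terms, the paper concludes that Linc-RAM has a global effect on genes of myogenic differentiation.

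**Figure D1:**
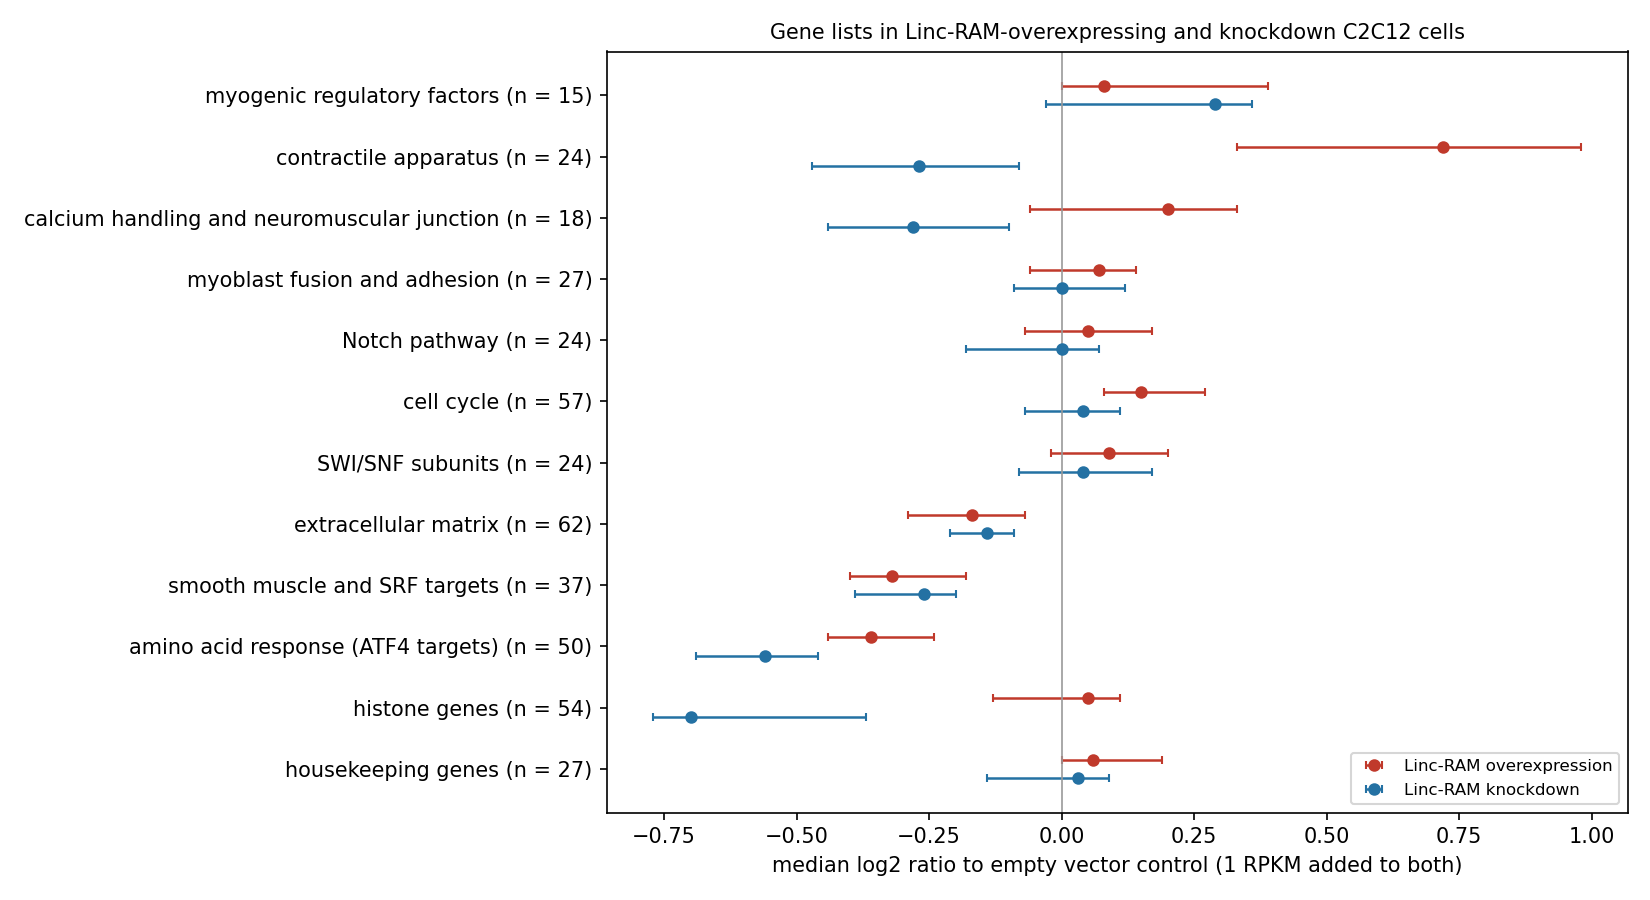
Median log2 ratio to control cells for gene lists in overexpressing cells (red) and knockdown cells (blue), with 1 RPKM added to both values; n is the number of measured genes, and bars are 95% intervals from redrawing the reads 1000 times, which cover counting error only. The contractile apparatus lies at 0.72 in overexpressing (0.24 at a minimum of 5 RPKM) and -0.27 in knockdown cells, and the amino acid response lies below 0 in both, at -0.36 and -0.56, against the same control library. Only some of the lists are drawn. Neuronal markers (1.43 and -0.52) and epithelial markers (1.28 and 0.16) are left out. Their medians in overexpressing cells lay further from 0 than that of the contractile apparatus.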

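The 4 sheets of Supplementary Data set 1 hold 882 different genes. The largest difference between their RPKM values and the deposited values, cut to a whole number, was 0. Each sheet value was compared, but smaller differences were not excluded. Each of the genes listed in Supplementary Data set 2 as having a MyoD-binding peak is among the genes of these sheets. By the 2-fold rule, 56 of these 151 genes were upregulated, 39 were downregulated and 56 were neither in overexpressing cells, and 31 were upregulated, 52 were downregulated and 68 were neither in knockdown cells. Over both comparisons, 6 genes were higher in overexpressing and lower in knockdown cells, 3 were the reverse, 11 were higher in both and 7 were lower in both. Their median log2 ratio was 0.39 in overexpressing and -0.19 in knockdown cells, at percentiles 100.0 and 0.0. The list was chosen by the study on these same libraries, so its direction is not independent evidence. On reads, 43 of the 56 genes upregulated and 20 of the 39 downregulated by overexpression, and 18 of the 31 upregulated and 23 of the 52 downregulated by knockdown, had a binomial p of 0.005 or less. The MyoD ChIP-seq data were not analysed here.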

Interestingly, when overlapping the above list of differentially expressed genes with the MyoD ChIP-seq data set, we found 151 of these 882 genes exhibited MyoD-binding peaks in their promoter regions (Supplementary Data set 2). 

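Of the genes of Supplementary Data set 2, 6 were on the contractile apparatus list, namely Acta1, Des, Mustn1, Pdlim3, Synpo2l and Trim55. Of these, 3 were upregulated and none was downregulated by overexpression, and 4 were downregulated and none was upregulated by knockdown. Acta1, skeletal alpha actin, was among the upregulated genes on about 2 and 3 reads, which are lower limits, and shares sequence with other actin genes. Chrnd, Jsrp1 and Rapsn came from the calcium handling and neuromuscular junction list. Jsrp1, a protein of the sarcoplasmic reticulum, was 3.66-fold higher in overexpressing cells (95% interval 1.16 to 12.5). Of the fusion and adhesion list, Cdh15, Gm7325, Itga7, Jam2 and Tmem8c were present, with 3 upregulated by overexpression and 3 downregulated by knockdown. Gm7325, which encodes a small membrane protein, was 3.79-fold higher in overexpressing cells (1.53 to 9.93) and was listed at 0 in knockdown cells against about 9 reads in control cells. Cdh15, M-cadherin, had a ratio of 1.85 in overexpressing cells (1.56 to 2.18), below the threshold. The data set also held 6 amino acid response genes, of which 5 were downregulated by knockdown, and 2 were downregulated and 1 upregulated by overexpression. Asns and Atf5 were among them and were lower in both comparisons, against the same control library. The cell cycle list had only Tacc3, a spindle protein, which was 2.03-fold higher in knockdown cells (1.63 to 2.53). Among other lists, overexpression upregulated 3 and downregulated 2 of 5 Notch pathway genes and upregulated 3 of 3 neuronal markers. It downregulated 4 of 5 interferon response genes, 2 of 4 extracellular matrix genes and 2 of 2 adipocyte markers, with none upregulated. The study chose these genes for a change in the same libraries, and each was called in 1 or both comparisons. High shares within a list are therefore fixed by this choice and are no evidence about the list. Among all measured members, overexpression downregulated 9 and upregulated 1 of 34 interferon response genes. The numbers were 7 and 6 of 62 for extracellular matrix, and 3 and 2 of 11 for adipocyte markers.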

Significantly, this gene set showed highly enrichment for muscle cell proliferation, differentiation and muscle structural proteins (Fig. 4c; Supplementary Table 1). 

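Myog, which encodes the myogenic factor myogenin and lies on chromosome 1 of mm9 from 136186581 to 136189124, had an RPKM of 3.95 in control, 22.1 in overexpressing and 3.60 in knockdown cells. Its ratio was 5.60 (95% interval 3.60 to 8.91) with overexpression and 0.911 (0.397 to 1.91) with knockdown, where it rested on about 30 and 10 reads. Myod1, the gene of MyoD, on chromosome 7 from 53631844 to 53634462, had an RPKM of 16.7, 34.1 and 9.76, with ratios of 2.04 (1.61 to 2.58) and 0.584 (0.391 to 0.85). Col4a1, a basement membrane collagen gene on chromosome 8 from 11198423 to 11312826, had ratios of 1.53 (1.31 to 1.78) and 0.481 (0.373 to 0.614). Tmem8c, which encodes a membrane protein needed for myoblast fusion and lies on chromosome 2 from 26917156 to 26927699, had about 13 reads in control, 10 in overexpressing and 1 in knockdown cells. Its ratios were 1.87 (0.736 to 4.63) and 0.21 (0.00494 to 1.4), and both intervals hold 1. By the 2-fold rule Myog and Myod1 were upregulated by overexpression, and Col4a1 and Tmem8c were downregulated by knockdown. With 1 RPKM added, Myod1 (1.98), Col4a1 (0.519) and Tmem8c (0.503) fell short of the threshold in these comparisons, while Myog had 4.67. Scaling to a common sum took Myod1 to 1.93.
Mir206, Mir133a-1 and Mir133a-2 were listed at 0 in all 3 libraries, and Mir133b had 1 read in control cells and none in the others. These are precursor loci of short RNAs, and no change of miR-206 or miR-133 was detectable in the RPKM values. Gapdh, a glycolytic enzyme gene often used as a reference, was 1.73-fold higher in overexpressing cells (1.4 to 2.13) and had a ratio of 1.03 in knockdown cells (0.791 to 1.33).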

Some coregulated myogenic genes, including those encoding *MyoD*, *MyoG*, *Tmem8c* (transmembrane protein 8C), *Col4a1* (collagen, type IV, alpha 1), miR-206 and miR-133 were confirmed by real-time quantitative RT–PCR (Fig. 4d). These analyses provide molecular evidence for physical interaction between Linc-RAM and MyoD in controlling transcription of a common set of genes required for myogenic differentiation,

To further confirm that Linc-RAM acts in concert with MyoD to synergistically regulate transcription of myogenic genes during myogenic differentiation, we used luciferase reporter gene system driven by the *MyoG* proximal promoter as shown in Supplementary Fig. 12. Luciferase reporter activity was assayed in C3H-10T1/2 fibroblasts transiently transfected with MyoD alone or with Linc-RAM in the presence of the reporter construct. As previously reported, forced expression of MyoD alone in fibroblasts activated the luciferase reporter gene (Fig. 4e). Notably, co-transfected Linc-RAM induced a significant, dose-dependent enhancement of MyoD-mediated luciferase activity in fibroblasts (Fig. 4e). Recently, another MyoD-regulated Linc-RNA named as LncMyoD was reported to regulate myogenic differentiation with a mechanism by which LncMyoD directly binds to IGF2-mRNA-binding protein 2 and negatively regulates IGF2-mRNA-binding protein 2-mediated translation of proliferation genes such as N-Ras and c-Myc^29^. By using the LncMyoD as a NC as shown in Fig. 4e, we concluded that Linc-RAM acts as a specific RNA enhancer of MyoD in mediating transcription of the *MyoG* gene.

### Linc-RAM facilitates formation of MyoD–Baf60c–Brg1 complex

It has recently been reported that MyoD physically associates with the SWI/SNF subunit on regulatory elements of MyoD-target genes in myogenic precursor cells, thereby facilitating incorporation of MyoD–BAF60c into a Brg1-based SWI/SNF complex involved in myogenic differentiation. The MyoD–BAF60c–Brg1 complex, in turn, remodels the chromatin of MyoD-target genes, enabling their subsequent transcription^20^. To further explore the mechanistic insights of how Linc-RAM regulates MyoD transcriptional activity, we tested whether Linc-RAM might be involved in formation of the MyoD–BAF60c–Brg1 complex. We first examined whether Linc-RAM interacts with Baf60 or Brg1 by RNA immunoprecipitation assays using antibodies against Baf60c and Brg1. As shown in Fig. 5a, Linc-RAM was not pulled down with either Baf60c or Brg1 proteins, indicating that Linc-RAM did not directly associate with Baf60c or Brg1. We then asked whether Linc-RAM regulates transcription of *Baf60c* and *Brg1* by using the RNA-Seq data described in Fig. 4. The analysis revealed that neither overexpression nor knockdown of Linc-RAM in differentiating C2C12 cells altered the levels of *Baf60c* or *Brg1* mRNA compared with control cells (Fig. 5b), which was further validated by real-time RT–PCR assay (Fig. 5c). Together, our results demonstrate that Linc-RAM was not associated with Baf60c and Brg1, nor did its association with MyoD regulate transcription of *Baf60c* and *Brg1* in the differentiating cells.

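Smarcd3, which encodes the Baf60c subunit and lies on chromosome 5 of mm9 from 24096636 to 24107830, had an RPKM of 5.76 in control, 6.06 in overexpressing and 6.79 in knockdown cells. Its ratio to control cells was 1.05 (95% interval 0.607 to 1.76) with overexpression and 1.18 (0.681 to 1.98) with knockdown, on at least 51, 22 and 22 reads. Smarca4, which encodes the ATPase Brg1 and lies on chromosome 9 from 21420613 to 21508674, had an RPKM of 14.1, 13.5 and 13.2, with ratios of 0.959 (0.803 to 1.14) and 0.938 (0.778 to 1.13) on 460, 181 and 158 reads. Neither gene reached the 2-fold threshold, and all 4 intervals hold 1. Counting error leaves room for a change of Smarcd3 of up to 1.76-fold in overexpressing and 1.98-fold in knockdown cells. Of 24 measured SWI/SNF subunit genes, 1 was upregulated and none was downregulated in either comparison. Smarca2, the gene of the alternative ATPase Brm, had a ratio of 3.48 in knockdown cells (2.26 to 5.41) on about 40 and 51 reads. Dpf1, a subunit gene of neural forms of the complex, had a ratio of 2.92 in overexpressing cells (0.744 to 12.1) on about 5 and 6 reads. The median log2 ratio of the list was 0.09 with overexpression and 0.04 with knockdown, at percentiles 86.5 and 67.8 among random lists. The paper also measured the mRNAs of Baf60c and Brg1 by real-time RT–PCR (Fig. 5c) and reports unaltered levels by both methods. Linc-RAM was absent from Baf60c and Brg1 immunoprecipitates. From these results the paper concludes that Linc-RAM neither associates with the 2 proteins nor regulates transcription of their genes.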

The observations shown in Fig. 5a–c prompted us to propose that the physical association of Linc-RAM with MyoD might affect the interaction between MyoD and Baf60 in muscle cells. For this purpose, we immunoprecipitated proteins from differentiating C2C12 cells stably overexpressing Linc-RAM or shRNA targeting Linc-RAM with an anti-MyoD antibody, and then immunoblotted the immunoprecipitated proteins using antibodies against Baf60c and Brg1. Remarkably, the amount of Baf60c and Brg1 proteins detected in immunoprecipitated MyoD–Baf60c–Brg1 complexes was increased in cells overexpressing Linc-RAM (Fig. 5d,e). Conversely, Linc-RAM knockdown resulted in a decrease in Baf60c and Brg1 protein levels in the MyoD–Baf60c–Brg1 complex (Fig. 5d,e), suggesting that Linc-RAM facilitated MyoD–Baf60c–Brg1 complex formation through interactions with MyoD.

Next, we further evaluated this mechanism of Linc-RAM action by ChIP assay using chromatin isolated from differentiating C2C12 cells stably overexpressing Linc-RAM or shRNA targeting Linc-RAM. MyoD binding to the endogenous *MyoG* promoter was assessed by immunoprecipitating isolated chromatin with an antibody against MyoD and then analysing bound DNA fragments by RT–qPCR using primers that amplify regulatory regions of the *MyoG* gene. As shown in Fig. 5f, MyoD was enriched in the *MyoG* promoter of differentiating C2C12 cells overexpressing Linc-RAM compared with control cells. In contrast, enrichment of MyoD at the *MyoG* promoter was attenuated in Linc-RAM knockdown C2C12 cells. We also analysed the same immunoprecipitated DNA for enrichment of the *miR-206* promoter using an anti-MyoD antibody and found the results were consistent with those obtained for the *MyoG* promoter (Fig. 5f). Moreover, transcriptional initiation of both *MyoG* and *miR-206* genes was significantly enhanced in Linc-RAM-overexpressing C2C12 cells relative to Linc-RAM knockdown and control cells, as evidenced by ChIP data obtained using antibodies against H3K4Me3 and RNA polymerase II (Fig. 5f). No any enrichment of MyoD binding at the *GAPDH* gene promoters (Fig. 5g) and equal efficacy of immunoprecipitation with anti-MyoD (Fig. 5h). Taken together, our findings uncover that Linc-RAM functionally acts as a regulatory lncRNA enhancer of MyoD in the transcriptional regulation of genes required for myogenic differentiation by facilitating MyoD–Baf60c–Brg1 complex formation through interactions with MyoD.

## Discussion

Recent studies using a KO mouse approach have highlighted the importance of lncRNAs in regulating the cell differentiation and development^2^. Even though a numbers of the lncRNAs have been identified in various biological systems, for most of them there are *in vivo* physiological function and key mechanistic aspects that remain unexplored, including selective expression in specific cell types and downstream targets, especially *in vivo* functional evaluation of their significance during development. Myogenic cell differentiation is an excellent and well-characterized system for investigating the genetic and epigenetic regulation of gene expression. Given the functional significance of both MyoD, as a master regulator of myogenic gene transcription, and lncRNAs, as epigenetic regulators of gene transcription during the cell differentiation and development, we asked whether lncRNAs act in concert with MyoD to regulate myogenesis during development. Here we uncover a novel role of the muscle-specifically expressed lncRNA Linc-RAM in regulating the myogenic differentiation both *in vitro* and *in vivo*. Linc-RAM is expressed in satellite cells of mice and Linc-RAM KO mice exhibit delayed muscle regeneration due to differentiation defect of satellite cells. We then propose a model (Fig. 6) to mechanistically reveal the role of Linc-RAM in regulating myogenic differentiation by directly binding MyoD, which promotes the assembly of the epigenetic regulatory complex MyoD–Baf60c–Brg1 on the regulatory elements of target genes.

Recently, emerging reports are beginning to reveal dual functional nature of lncRNAs but examples of such lncRNAs with solid experimental evidence are still lacking. Anderson *et al*. recently demonstrated that the micropeptide MRLN is encoded by a putative Linc-RNA that happens to be Linc-RAM identified in this study. MRLN encoded by Linc-RAM plays a role in regulating Ca2^+^handling by inhibiting the pump activity of SERCA in the muscle cells^31^. In addition to its coding function, our current data from molecular biology, cellular biology, mouse genetics and high-throughput sequencing approaches support the notion that Linc-RAM also acts as a regulatory lncRNA functionally playing a novel role in promoting myogenic differentiation in a MRLN-independent manner. Therefore, distinct from the micropeptide-mediated function, we have uncovered the chromatin regulatory function of this lncRNA Linc-RAM. Conceptually, our findings complemented by Anderson's study uncovered Linc-RAM as one of the very few lncRNAs proven to be functional as both coding and non-coding RNA, which underscores a very novel idea that a given lncRNA may in fact hide-coding potential.

A few lncRNAs with enhancer functions in the transcriptional regulation of coding genes have been reported, including Evf-2 (ref. 33), heat-shock RNA-1 (ref. 34), steroid receptor RNA activator^35^ and enhancer RNAs^36^. Interestingly, MyoD transcriptional activity was significantly increased by Linc-RAM in muscle cells, indicating that Linc-RAM enhances the function of MyoD transcriptional activity. Furthermore, RNA-Seq analysis of genes globally regulated by Linc-RAM identified a subset of Linc-RAM-affected genes known to be also regulated by MyoD. In light of a functional requirement of both Linc-RAM and MyoD in myogenic differentiation and common set of myogenic genes regulated by Linc-RAM and MyoD, our data support the notion that Linc-RAM acts as a lncRNA enhancer of MyoD and synergistically regulates the transcription of myogenic genes in concert with MyoD to mediate myogenic differentiation. Collectively, our findings provide a molecular explanation for the Linc-RAM-mediated enhancement of MyoD function in C2C12 cell differentiation and muscle regeneration in mice.

The transcriptional activity of MyoD in driving myogenic gene transcription is primarily regulated by its interaction with cofactors such as chromatin modifiers and remodelers^20^,^37^. BAF60c (SMARCD3), a structural component of the SWI/SNF chromatin-remodelling complex, plays a regulatory role in the induction of myogenic gene transcription during skeletal muscle development^17^,^37^,^38^,^39^,^40^. Forcales *et al*. have recently reported that MyoD physically interacts with Baf60c and showed that this interaction is required for the recruitment of the Brg1-based SWI/SNF remodelling complex to the promoters of myogenic genes^17^,^20^. However, the molecular details underlying MyoD and Baf60c interactions are unknown. In this report, we provide experimental evidence showing that Linc-RAM physically associates with MyoD and binding of Linc-RAM to MyoD is required for formation of the MyoD–Baf60c–Brg1 complex on promoters of myogenic genes. Our findings uncover a novel molecular mechanism, in which Linc-RAM is an essential lncRNA component required for formation of MyoD–Baf60c–Brg1 complex on the promoters of the muscle-specifically expressed genes during myogenesis. Moreover, our findings conceivably suggest that Linc-RAM, as a new determinant of myogenic differentiation, might functionally acts as an lncRNA cofactor in guarding the specificity of MyoD transcriptional activity during development.

## Methods

### Pipelines for the discovery of MyoD-regulated Linc-RNAs

Mouse RefSeq genes (mm9) were downloaded from the UCSC website. Only RefSeq RNAs with NR_Accession Numbers were retained for further analysis. The public RNA-seq data was downloaded from Gene Expression Omnibus (GEO) (GSE20846). This data set contains >430 million pair-end 75-bp RNA-seq reads from C2C12 cells representing a differentiation time series that includes 0 h (growth medium), and 60 h, 5 days and 7 days after adding differentiation medium^26^. The candidates with summed RPKM (Reads Per Kilobase of transcript per Million mapped reads) values >1 were carried forward for analysis. An overview of expression profiles across different time points was provided by performing hierarchical cluster analysis using Cluster 3.0 (ref. 41) and visualized with TreeView 1.60 (Michael Eisen, Stanford University. http://rana.lbl.gov/EisenSoftware.htm). RPKM values were adjusted by log transformation, mean centring and normalizing genes before clustering. MyoD-regulated Linc-RNAs were identified using published ChIP-seq data downloaded from the Sequence Read Archive (SRA) database using accession codes SRP001761 and SRA010854. This data set contains 11 subsets corresponding to different muscle cell types. The reads were aligned to the mouse genome (mm9) using Bowtie^42^, which requires a single best placement of each read. All reads with multiple alignments were removed. MyoD-binding sites were found using two subsets: SRX016192 (mouse embryo Myf-5/MyoD-null fibroblasts transduced with pCLBABE-Myod retrovirus) and SRX016194 (mouse embryo Myf-5/MyoD-null fibroblasts transduced with control pCLBABE retrovirus). Binding sites were determined from the aligned reads using SISSR (Site Identification from Short Sequence Reads)^43^ with a *P*<0.05. A given Linc-RAM was considered to be MyoD-regulated if it contained MyoD-binding sites in its upstream 5 kbp to downstream 0.5 kbp region (relative to its start site in RefSeq). For display purposes, binding intensity profiles along the genome were calculated at a resolution of 25 bp for all ChIP-seq data. At each position, the number of uniquely aligned reads oriented toward it within a 100-bp flanking region was counted.

### C2C12 cell culture and differentiation

Mouse C2C12 cells (ATCC, CRL-1772) were cultured in growth medium consisting of Dulbecco's modified Eagle's medium (Gibco) supplemented with 4.5 g l^−1^ glucose, 10% fetal bovine serum, 1% antibiotics at 37 °C in a 5% CO_2_ atmosphere. For differentiation of C2C12 myoblasts into myotubes, cells were transferred to Dulbecco's modified Eagle's medium containing 2% horse serum and 1% penicillin and streptomycin, and then cultured for the indicated number of differentiation days. All cells were grown to ∼80–90% confluence before induction of differentiation.

### Linc-RAM knocking down

BLOCK-iT Lentiviral RNAi Expression System (invitrogen) was used to generate the lentiviral Linc-RAM shRNA. Briefly, the shRNA sequences were cloned to the pENTR/U6 Entry vector. The pLenti6/BLOCK-iTTM expression construct was then generated by recombination with pLenti6/BLOCK-iTTM-DEST vector. The sequences for shRNA against Linc-RAM were shown as follows:

shRNA-1 targeted to 249–269 of the Linc-RAM (GGTACTGATCTCTACTACTTC). shRNA-2 targeted to 372–394 of the Linc-RAM (GCAACCTGACTTTCTTTACTC).

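Both target sequences match mm9 exactly once, on the plus strand of chromosome 10 in exon 3 of 3 of 2310015B20Rik, whose gene spans 69667432 to 69682458. The shRNA-1 target GGTACTGATCTCTACTACTTC lies from 69682261 to 69682281, within the annotated coding sequence. The shRNA-2 target GCAACCTGACTTTCTTTACTC lies from 69682384 to 69682404. It begins on the last base of the stop codon, so that 20 of its 21 bases are in the 3' UTR. Exon 1 runs from 69667432 to 69667507, exon 2 from 69679700 to 69679814 and exon 3 from 69682225 to 69682458. In the annotated transcript of 425 nt the targets occupy positions 228 to 248 and 351 to 371, counted from its 5' end. The annotation (GENCODE for mm9) classes the gene as protein coding. The sources used here do not say which shRNA was used in the sequenced knockdown cells.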

### Overexpression of Linc-RAM

For Linc-RAM overexpression, the Linc-RAM sequences were cloned into pVirus-EGFP vector, which was generated from recombination of pEGFP-N1 and pENTR/U6 Entry vector. Briefly, the fragment from U6 promoter to PolIII terminator in pENTR/U6 Entry vector were removed and replaced with CMV-MCS-EGFP sequence from the pEGFP-N1 plasmid. The engineered plasmid, named as pVirus-EGFP containing AttL1 and AttL2, was used for either transiently overexpression or further recombined with pLenti6/BLOCK-iTTM-DEST vector for lentivirus-mediated overexpression of interest genes. In this study, Linc-RAM was cloned into pVirus with EcoRI/NotI restriction enzyme sites. The resulting plasmid pVirus-Linc-RAM was used for either transient overexpression or lentivirus-mediated Linc-RAM stable overexpression in cells.

### Generation of stable cell lines

The BLOCK-It Lentiviral RNAi Expression System (Invitrogen) was used to establish stable cell lines, as described by the manufacturer. Briefly, shRNA sequences were inserted into the pENTRTM/U6 Entry Construct pU6 plasmid and recombination reactions with pLenti6/BLOCK-iTTM-DEST plasmid were performed to yield the pLenti6/BLOCK-iTTM expression construct. HEK293 cells were then co-transfected with this expression construct and the optimized packaging mix, after which the viral supernatant was collected and added to C2C12 cells. Stably transduced cells were selected by incubating in the presence of blasticidin.

### Immunofluorescence staining

Cells were washed with PBS, fixed by incubating with 4% formaldehyde for 10–15 min and permeabilized with 0.1% Triton X-100. After blocking non-specific binding by incubating with 3% bovine serum albumen (BSA) in PBS for 10 min, cells were incubated with anti-MHC (MF20-c) or anti-MyoG (F5D-c) primary antibody (Developmental Studies Hybridoma Bank (DSHB)) in 3% BSA/PBS (1:200 dilution) for 1–1.5 h, washed five times with PBS, then incubated with fluorescein isothiocyanate-conjugated secondary antibody (Zhong Shan Jin Qiao in China, #ZF-0312, 1:200 dilution), prepared as described for primary antibodies, for 0.5 h. Cells were then washed five times with PBS, incubated with 4′,6-diamidino-2-phenylindole (DAPI) for 3 min, washed twice with PBS and examined by fluorescence microscopy. All immunostaining with MHC were performed in three independent experiments. The data from three independent experiments were included in the Supplementary Fig. 13. A representative from three individual data was included in main text Figures.

### Generation of Linc-RAM KO mice

All animal procedures were approved by the Animal Ethics Committee of Peking Union Medical College (ACUC-A01-2016-003). Linc-RAM KO mice in C57BL/6 background were generated by the Model Animal Research Center of Nanjing University. LoxP sequences were inserted in the flanking of exon 2 of the *Linc-RAM* gene. The exon 2 deletion in KO muscle was validated by RT–PCR. The gender- and age-matched littermates of the Linc-RAM KO and WT mice (male) were used for all phenotypic analysis throughout the study.

### Muscle injury and regeneration

Muscle regeneration was induced by injections of CTX (Sigma). Mice were anaesthetized by intraperitoneal injection of ketamine (10 mg kg^−1^) and xylazine (1 mg kg^−1^). For monitoring muscle regeneration, muscle injury was induced in 8-week-old male mice by injecting CTX (50 μl of 10 μM CTX in PBS) into the mid-belly of the right TA muscle. As an internal control, the left TA muscle of each mouse was injected with PBS (50 μl). TA muscles were harvested 14 days after CTX injection to assess the completion of regeneration and repair.

### Isolation and culture of primary myoblasts

Primary myoblasts were isolated from hind limb skeletal muscle of male Linc-RAM KO and WT littermates at 3 weeks old, minced, and digested in a mixture of type I collagenase and Dispase B (Roche Applied Science). Cells were filtered from debris, centrifuged, and cultured in growth medium (F-10 Ham's medium supplemented with 20% fetal bovine serum, 4 ng ml^−1^ basic fibroblast growth factor and 1% penicillin–streptomycin) on collagen-coated cell culture plates at 37 °C in 5% CO_2._

### RNA-Seq data analysis

Raw-sequencing data were mapped to the mouse genome mm9 assembly using the TopHat^44^ with default parameters. DEGSeq^45^ was used to calculate the read coverage for each gene. Related data were submitted to GEO with the accession number GSE72601. Differentially expressed genes were filtered using a change greater than twofold as a criterion for differential expression. Gene set enrichment analysis was performed by GeneMerge^46^ with the gene association file download from GO (version 03/06/2014). Differentially expressed genes were validated using the iQ5 Multicolor Real-Time PCR Detection System (Bio-Rad). The primer sequences were designed using DNAMAN.

### RT–qPCR analysis

Total RNA was extracted using the TRIzol reagent (Life Technologies) and reverse transcribed using RevertAid reverse transcriptase (Thermo Scientific). qPCR analyses were performed using the iQ5 Multicolor Real-Time PCR Detection System (Bio-Rad). All primers used in the study were presented in Supplementary Table 2.

### Nuclear–cytoplasmic fractionation

Cells were washed twice with ice-cold PBS then lysed in ice-cold PBS/0.1% NP-40 containing a protease inhibitor cocktail (Calbiochem) and ribonucleoside–vanadyl complex (10 mM; New England BioLabs). After a brief centrifugation step, the supernatant was collected as the cytoplasmic fraction, and the remaining pellet, following additional washing, was considered the nuclear fraction. The pellet containing nuclei was extracted with cold nuclear lysis buffer (50 mM Tris-HCl pH 8.0; 500 mM NaCl; 1.5 mM MgCl_2_; 0.5% NP-40; 2 mM vanadyl–ribonucleoside complex). The suspension was centrifuged at 16,360*g* for 20 min. The resulting supernatant is corresponding to the nuclear-soluble fraction and the remaining pellet corresponds to the nuclear-insoluble chromatin-associated fraction.

### Immunoprecipitation and RNA immunoprecipitation

Cells were lysed with cell lysis buffer (Cell Signaling Technology) supplemented with protease inhibitor cocktail (Calbiochem, La Jolla, CA). Protein concentrations in extracts were measured using a bicinchoninic acid assay (Pierce). A volume of extract containing 200 μg protein was immunoprecipitated, subjected to SDS–polyacrylamide gel electrophoresis and transferred onto polyvinylidenedifluoride membranes. For RNA immunoprecipitation assays, RNase Inhibitor (40 U μl^−1^; TaKaRa) and protease inhibitor were added to the cell lysis buffer, and ribonucleoside–vanadyl complex (10 mM; New England BioLabs) was added to the wash buffer. Antibodies specific to Baf60c were a gift from Dr Pier Lorenzo Puri (Forcales, 2012); anti-MyoD (Santa Cruz, SC-760) and anti-Brg1 (Santa Cruz, sc-17796X) were obtained commercially. Horseradish peroxidase (HRP)-conjugated secondary antibodies were from Cell Signaling Technology (Beverly, MA, USA).

### Northern blotting

Total RNA extracted from mouse tissues, including heart, liver, brain, lung, kidney, intestine, spleen and skeletal muscle, at 8 weeks of age were separated by PAGE (7 M urea) on 6% polyacrylamide gels and transferred to a nylon membrane (N+; Amersham). Linc-RAM probes were labelled with α-^32^p-cytidine triphosphate (CTP) using DNA polymerase 1 Large (Klenow) Fragment (Promega, U1100). RNA blots were hybridized in ULTRAhyb (Ambion) at 68 °C overnight, washed twice (5 min) with 2 × saline sodium citrate (SSC)/0.1% SDS wash buffer at 68 °C, followed by stringent washes (2 × 30 min) with 0.1 × SSC/0.1% SDS wash buffer at 68 °C. RNA blots were then exposed to X-ray film at −80 °C. Full scan of Northern blot were presented in Supplementary Fig. 14.

### Combined ChIP–qPCR assay

ChIP analyses were performed on chromatin extracts from Linc-RAM-overexpressing and Linc-RAM knockdown C2C12 cells according to the manufacturer's standard protocol (Millipore, Cat. #17-610) using antibodies against the following proteins: MyoD (Santa Cruz, SC-760), RNA polymerase II (Covance, MMS-126R) and trimethyl-histone H3 (Lys4; Millipore, Cat. #07-473). Fold enrichment was quantified using qRT–PCR.

### Chromatin Isolation by RNA Purification

ChIRP experiment was performed with kit from Millipore (Catalogue No. 17-10495) following procedures in manual instruction. In brief, C2C12 cells grown in differentiation medium for 24 h were trypsinized with 0.25% trypsin and washed with 1 × PBS buffer. The cells (2 × 10^7^) were then crosslinked with 20 ml of 1% glutaraldehyde PBS at room temperature (18–25 °C) for 10 min on an end-to-end rotator. The excess glutaraldehyde was quenched by adding 2 ml of 1.25 M glycine with incubation for additional 5 min. After washed with 20 ml of cold PBS, the crosslinked cells were resuspended in 2 ml of lysis buffer and sonicated with a Bioruptor (Diagenode) in a cold room using the following parameters: H—high setting, pulse interval—30 s ON and 30 s OFF, 10 repeats. After nine cycle sonication, the fragmented chromatin (100–500 bp in length) was split into two parts and hybridized with BiotinTEG-labelled tiling probes against Linc-RAM (Supplementary Table 3) and LacZ control probes, respectively, in hybridization buffer at 37 °C for 4 h. After 4 h hybridization reaction, 100 μl of of PureProteome Streptavidin magnetic beads were added into each reaction and incubated at 37 °C for additional 30 min. The beads were washed four times using prewarmed washing buffer at 37 °C for 5 min. The retrieved beads–RNA–protein–DNA complex was split into two parts: 1/10 for RNA isolation and 9/10 for DNA purification. Finally, the retrieved RNA and DNA were analysed by real-time quantitative PCR and the data were presented as percentage of input RNA and DNA, respectively.

### RNA electrophoresis mobility shift assay right

Biotin-labelled RNA probe was generated by *in vitro* transcription with T7 RNA polymerase (Fermentas) with biotin-UTP (Ambion). DNA templates were digested with DNase I (Promega), then RNA probe were purified by extraction with TRiZol reagent (Ambion). The labelled RNA probe was incubated with appropriate amounts of recombinant proteins in binding buffer (10 mM Tris (pH 7.5), 1 mM EDTA, 0.1 M KCl, 0.1 mM DTT, 5% v/v glycerol and 0.01 mg ml^−1^ BSA) with transfer RNA carrier at room temperature for 30 min. The reactions were then loaded onto 5% native polyacrylamide gel and transferred to Nylon membrane (Amersham). The blot was incubated with HRP-Streptavidin (Invitrogen) and subsequently detected with ECL reagents (Thermo Scientific).

### Luciferase reporter assay

Promoter activity was assessed by transiently transfecting C2C12 cells with a promoter-luciferase reporter plasmid using the FuGene HD transfection reagent (Roche). Twenty-four hours later, the luciferase activity in cell lysates was determined using the Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer's instructions. The plasmid of luciferase reporter driven by a 575 bp basal myogenin promoter (GBBS) was gifted from Dr Zhenguo Wu (Dept of Biochemistry, The Hong Kong University of Science and Technology, Hong Kong).

### Fluorescence *in situ* hybridization

FISH was performed as previously described with modifications^47^. In brief, cells previously cultured in Lab-Tek chambered coverglasses coated with fibronectin were fixed in a 1 × PBS solution containing 4% (wt/vol) paraformaldehyde for 30 min at room temperature, washed with 1 × PBS and permeabilized at 4 °C in 70% (vol/vol) ethanol overnight. On the following day, the cells were washed three times with wash buffer (2 × SSC, 10% (vol/vol) formamide) and then incubated in hybridization buffer (10% (wt/vol) dextran sulfate, 2 × SSC, 10% (vol/vol) formamide) containing a pool of singly-Cal610-labelled ODNs that are complementary to different regions of the Linc-RAM RNA (Biosearch Technologies) or a pool of singly-Cal610-labelled ODNs^48^ that are complementary to different regions of the EGFP-coding sequence (concentration=250 nM; Biosearch Technologies) for 24 h at 37 °C in a humidified chamber. Samples were washed three times with wash buffer followed by 2 × SSC to remove unbound probes, and incubated in 1 × PBS containing DAPI before imaging. Fluorescence imaging were performed on an Olympus IX 83 motorized inverted fluorescence microscope equipped with a × 60 PlanApo N 1.42 numerical aperture objective lens, back-illuminated electron multiplying charge coupled device (EMCCD) camera (Andor), Sutter excitation and emission filter wheels and an MT-20E excitation source (Olympus) controlled by CellSens Dimension software. Images were acquired using the Olympus MT20 filter set for DAPI and a Chroma filter set for CAL Fluor Red 610 (Cal610; ET560/ × 40, ET630/75m, T585lpxr, Chroma). All images were analysed with Fiji^49^. The sequences of RNA probes against Linc-RAM were included in Supplementary Table 3.

### Whole-mount ISH

Whole-mount ISH on mouse embryos was performed as described in the whole-mount ISH protocol for mRNA detection ( http://geisha.arizona.edu/geisha/protocols.jsp). In brief, E11.5 mouse embryos were dissected from the decidua in PBS and fixed in 10 ml of fresh fixative (4% paraformaldehyde in PBS) at 4 °C overnight. The fixed embryos were washed twice and treated with 10 μg ml^−1^ proteinase K in PBS-T for 20 min. The embryos were briefly rinsed with PBS-T and post fixed for 20 min in 4% paraformaldehyde in PBS-T. After rinsed with PBS-T, the embryos were incubated in 1:1 PBS-T/hybridization buffer for 5 min and prehybridized with 1 ml of fresh hybridization buffer for 24 h at 65 °C. Then, the embryos were incubated in 1 ml of prewarmed hybridization buffer and ∼1 μg ml^−1^ digoxin (DIG)-labelled RNA probe for 48 h at 65 °C with gently shaking. The embryos were washed twice for 30 min each with prewarmed (65 °C) hybridization buffer and washed for 10 min at 65 °C with prewarmed 1:1 hybridization buffer/MABT (0.1 M maleic acid, 0.15 M NaCl, 0.1% Tween-20, pH 7.5) and further washed once for 15 min with MABT. The embryos were incubated with 1.5 ml of MABT/2% blocking reagent for 1 h and incubated for additional 1 h in 1.5 ml of MABT/2% blocking reagent/20% heat-treated sheep serum. Then, the embryos were incubated overnight at 4 °C in 1 ml of fresh MABT/2% blocking reagent/20% sheep serum containing 1:2,000 dilution of alkaline phosphatase (AP)-anti-DIG antibody. The embryos were washed five times for 4 h each and then overnight with 10–20 ml of MABT on a rocking incubator and washed three times for 60 min each with 10–20 ml of NTMT (0.1 M NaCl, 0.1 M Tris-HCl (pH9.5), 50 mM MgCl_2_ and 0.1% Tween-20). Finally, the embryos were incubated with AP substrate at 4 °C for 4 days until the background starts to come up. When colour had developed to the desired extent, the embryos were rinsed once and washed twice with PBS-T and refixed in 4% paraformaldehyde/0.1% glutaraldehyde/PBS-T for 2 h at room temperature. The embryos were rinsed once and washed two times for 10 min with PBS-T. The stained embryos were examined using an Olympus SZX16 stereo microscope equipped with a DP71 camera. Digoxigenin-labelled anti-sense RNA probes used in the present study were transcribed *in vitro* with T7 or Sp6 RNA polymerase as described by the manufacturer.

### Western blot analysis

Muscle tissues and C2C12 cells were lysed in a buffer containing 5 0 mM Tris (pH 7.5), 150 mM NaCl, 0.5% Nonidet P40, and protease and phosphatase inhibitors. Proteins in lysates were resolved by SDS–PAGE and transferred to a polyvinylidenedifluoride membrane. Immunoblotting was performed using primary antibodies against MHC (MF-20); MyoD (BD Biosciences); β-actin (Sigma); and Brg1 (Santa Cruz, sc-17796X). Anti-Baf60c antibody was a gift from Pier Lorenzo Puri. Membranes were washed for 30 min, incubated with HRP-conjugated secondary antibodies (Zhongshanjinqiao Corporation) for 1 h at room temperature, and then washed with Tris-buffered saline containing 0.1% Tween-20 for 30 min. Membranes were then placed in detection solution (Thermo Scientific), incubated for 1 min at room temperature, and subsequently exposed to X-ray film. Full scans of all Western blots are available in Supplementary Fig. 14.

### Statistical analysis

Results are presented as means±s.e's. Statistical significance of the difference between two means was calculated using Student's *t*-test. A *P*<0.05 was considered to represent a statistically significant difference.

### Data availability

The public RNA-seq data was downloaded from GEO (GSE20846). MyoD-regulated Linc-RNAs were identified using published ChIP-seq data downloaded from the SRA database using accession codes SRP001761 and SRA01085. The RNA-seq data gemerated in the present study have been deposited to GEO database (accession number: GSE72601).

## Additional information

**How to cite this article:** Yu, X. *et al*. Long non-coding RNA Linc-RAM enhances myogenic differentiation by interacting with MyoD. *Nat. Commun.* **8**, 14016 doi: 10.1038/ncomms14016 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures 1–14 and Supplementary Table 1–3

Supplementary Dataset 1 264 genes are upregulated in linc-RAM overexpression C2C12 cells

Supplementary Dataset 2 Among 882 DE genes, 151 genes are regulated by MyoD

## Figures and Tables

**Figure 1:**
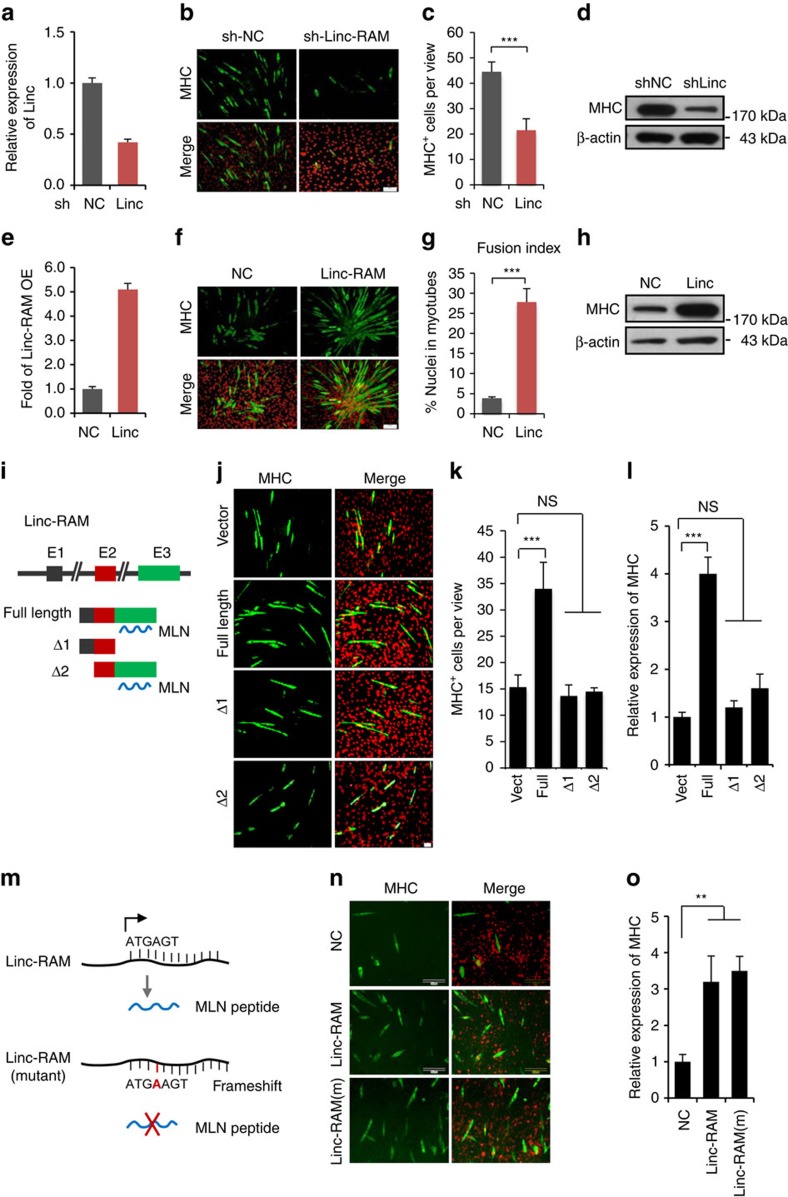
Linc-RAM enhances myogenic differentiation in a MRLN-independent manner. (**a**) Linc-RAM was knocked down in C2C12 cells. Knockdown efficiency was examined by RT–qPCR. (**b**) The differentiation of Linc-RAM knockdown C2C12 cells was assayed by staining for MHC at 48 h in differentiation medium (DM). Scale bars, 50 μm. (**c**) MHC^+^ cells in **b** were counted. (**d**) MHC expression in (**b**) was detected by western blotting. β-actin served as a loading control. (**e**) Linc-RAM was overexpressed in C2C12 cells using a lentivirus system. The degree of Linc-RAM overexpression (fold increase) was determined by RT–qPCR. (**f**) The differentiation of C2C12 cells stably overexpressing Linc-RAM was examined by MHC staining at 48 h in DM. Scale bar, 50 μm. (**g**) Fusion index in **f** were calculated. (**h**) MHC expression in **f** was detected by western blotting. β-actin served as a loading control. (**i**) Schematic illustration of the plasmids for full-length Linc-RAM and two truncation mutants, Δ1 and Δ2; Δ1 contains exons 1 and 2, whereas Δ2 covers exons 2 and 3. MRLN peptide is indicated as blue line. (**j**) Differentiation of C2C12 cells transfected with the full length and truncated Δ1 and Δ2 was examined by staining for MHC after culturing in DM for 36 h. Scale bars, 50 μm. (**k**) MHC+ cells in **j** were counted and presented as positive cells per view. (**l**) MHC mRNA expression in **j** was detected by RT–qPCR. (**m**) Schematic illustration of the plasmids with WT Linc-RAM containing MRLN ORF and mutant Linc-RAM harbouring a frameshift for MRLN ORF. (**n**) Differentiation of C2C12 cells transfected with WT and mutant Linc-RAM was examined by staining for MHC after culturing in DM for 36 h. Scale bars, 100 μm. (**o**) MHC mRNA expression in **n** was detected by RT–qPCR. All images in the figure are representatives of three independent experiments. Values are means±s.e.m. of three independent experiments. The statistical significance of the difference between two means was calculated with the *t*-test. **P<0.01, ***P<0.001. NS stands for statistically non-significant.

**Figure 2:**
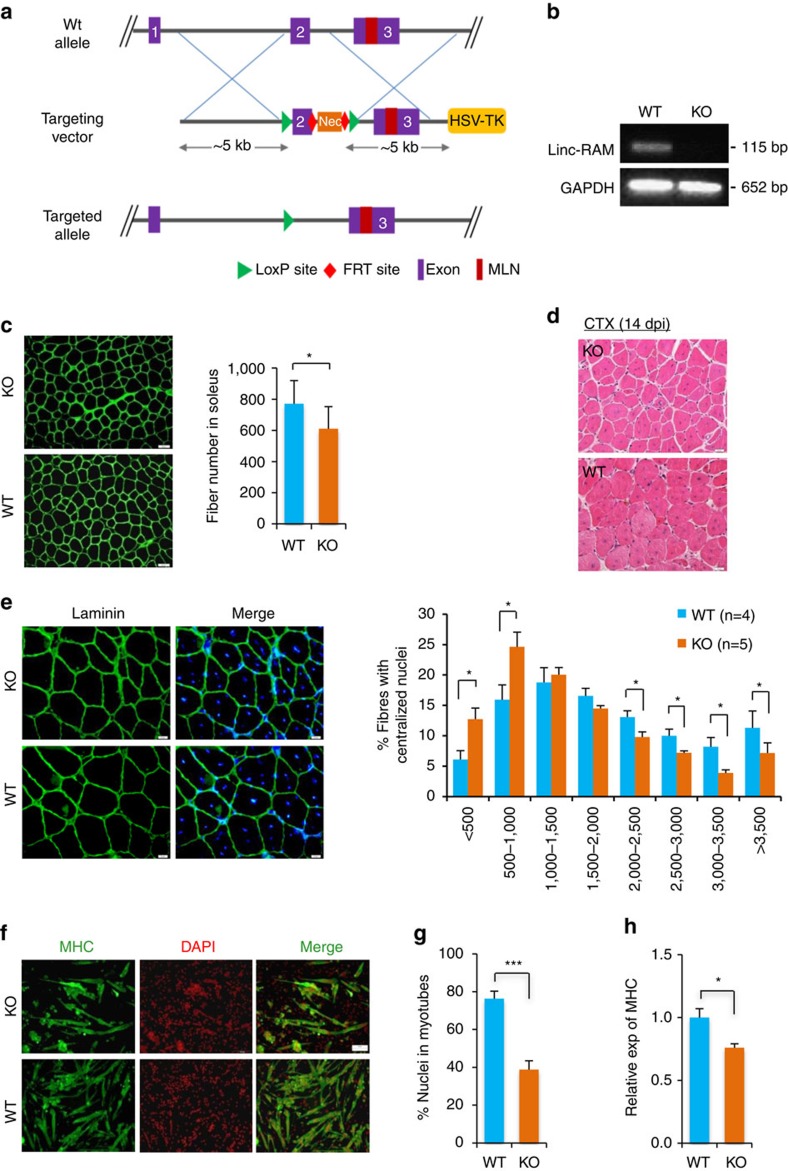
Linc-RAM knockout mice exhibits delayed muscle regeneration. (**a**) Strategy for generation of *Linc-RAM* knockout mice. LoxP sequences were inserted in the flanking of exon 2 of the *Linc-RAM* gene. (**b**) The exon 2 deletion in knockout muscle was confirmed by RT–PCR. (**c**) The numbers of myofibers in soleus muscle of wild-type (WT; *n*=7) and knockout (KO) mice (*n*=9) were calculated based on laminin staining (left). Scale bars, 50 μm. (**d**) Representative hematoxylin and eosin (H&E)-stained sections of TA muscle 14 days post injury (14 dpi) induced by CTX injection. Scale bars, 50 μm. (**e**) Cross-sectional area of regenerated myofibers with centralized nuclei, calculated from the laminin-stained sections (left). Scale bars, 20 μm. (**f**) The differentiation of primary myoblasts isolated from 3-week-old Linc-RAM KO and WT littermates were analysed by inducing differentiation in DM for 36 h and staining with MHC. The presented images are representatives of three independent experiments. Scale bars, 50 μm. (**g**) Fusion index in **f** were calculated. (**h**) The expression of MHC in **f** was detected by RT–qPCR. GAPDH was the internal control. Values are means±s.e.m. The statistical significance of the difference between two means was calculated with the *t*-test, *P<0.05, ***P<0.001.

**Figure 3:**
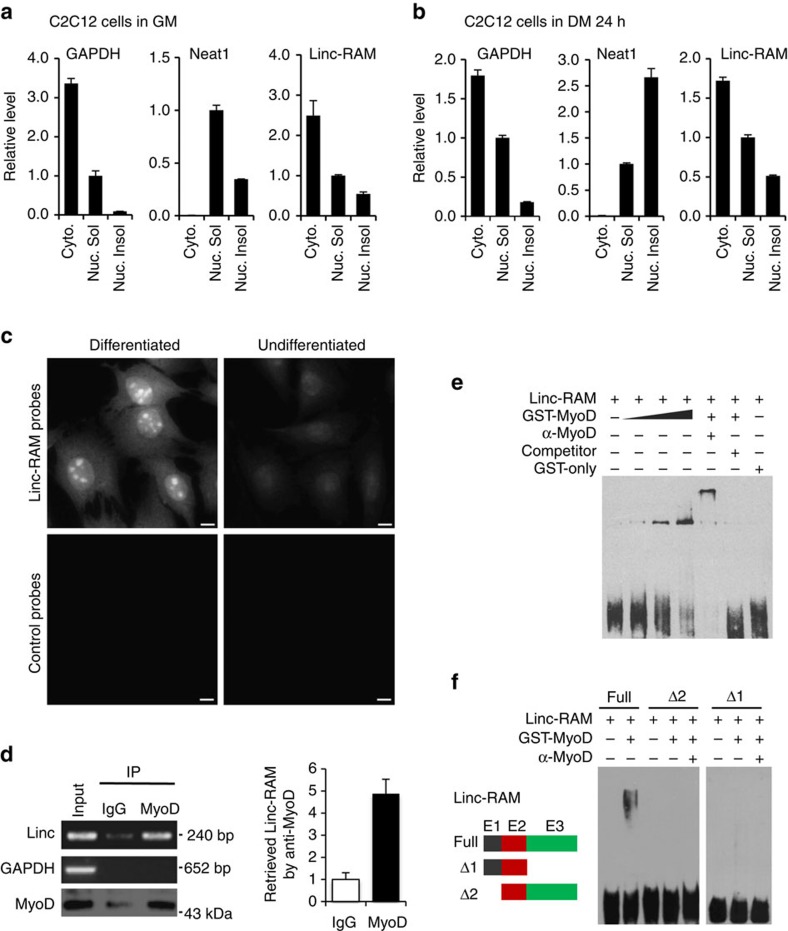
Nuclear Linc-RAM physically interacts with MyoD in the muscle cells. (**a**,**b**) Linc-RAM in cytoplasmic (Cyto), nuclear-soluble (Nuc.Sol) and nuclear-insoluble (Nuc.Insol) fractions of proliferating (**a**) and differentiating (**b**) C2C12 cells was determined by qRT–PCR. Neat1 (nuclear paraspeckle assembly transcript 1) were used as markers for the nuclear fraction; GAPDH was used as markers for the cytoplasmic fraction. The data are representatives of three independent experiments. (**c**) Subcellular localization of Linc-RAM in differentiated and undifferentiated C2C12 cells (DM 2 days) was examined by RNA FISH using a pool of singly-Cal610-labeld ODN probes against the Linc-RAM (Linc-RAM Probes). A pool of singly-Cal610-labeld ODN probes against the EGFP-coding sequence served as nonsense control (control probes). The nuclei were stained with DAPI. The images are representatives of three independent experiments. Scale bar, 20 μm. (**d**) RNA immunoprecipitation (RIP) was used to examine the physical interaction of Linc-RAM with MyoD. Muscle homogenates were immunoprecipitated using anti-MyoD antibodies, and Linc-RAM in immunoprecipitates were detected by semi-qRT–PCR (left) and qRT–PCR (right). GAPDH served as a negative control. MyoD in above immunoprecipitates were detected by western blotting. (**e**) The direct interaction between MyoD and Linc-RAM was examined by electrophoresis mobility shift assay (EMSA) with purified GST–MyoD fusion protein. The presented blot is a representative of three independent experiments. (**f**) The interaction between MyoD and different truncated form of Linc-RAM were examined by EMSA. The presented blot is a representative of three independent experiments.

**Figure 4:**
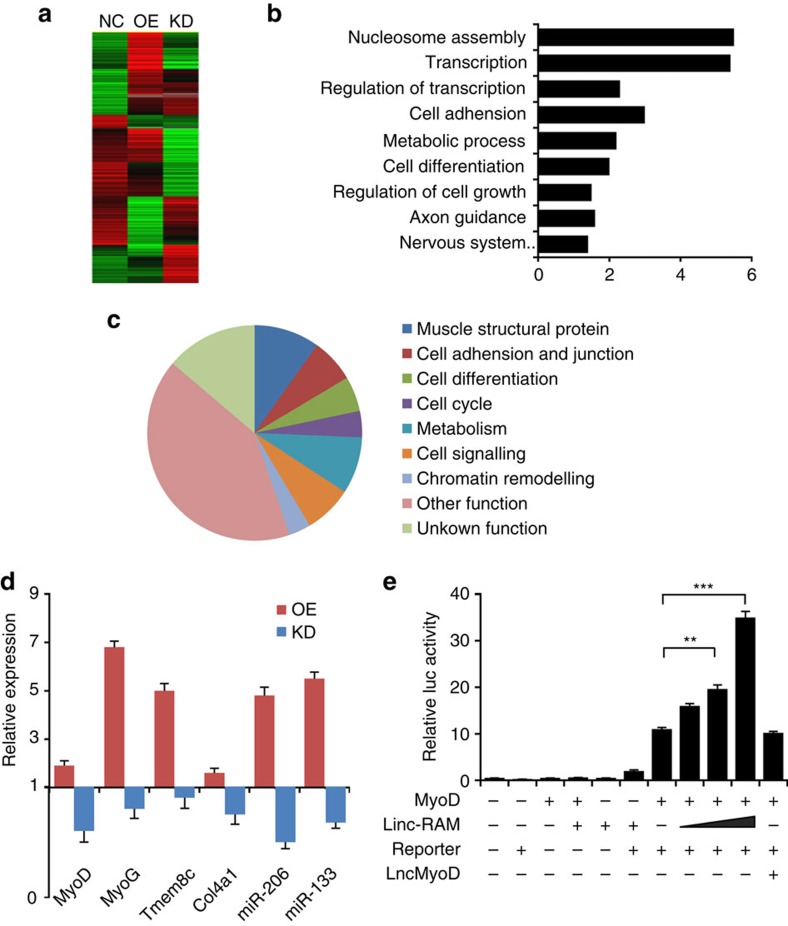
Linc-RAM acts as a regulatory lncRNA enhancer of MyoD in regulating expression of myogenic genes. (**a**) RNA sequencing analyses were applied to stable Linc-RAM-overexpressing (OE) and Linc-RAM knockdown (KD) C2C12 cell lines; cells stably infected with vector alone (NC) served as controls. The heatmap shows hierarchical clusters for 852 differentially expressed genes, which were designated Linc–RAM-affected/targeted genes. Red, upregulated; green downregulated (cutoff, ≥1.5-fold change; *P*≤0.005). (**b**) Enriched GO terms for Linc–RAM-affected genes. The *y* axis shows GO terms and the *x* axis shows statistical significance (negative logarithm of *P* value). (**c**) MyoD ChIP-seq data were applied to analyse whether Linc-RAM-affected genes were also regulated by MyoD. The pie chart demonstrates GO term classifications for 151 Linc-RAM-affected genes with at least one MyoD-binding peak in the promoter region. (**d**) Differentially expressed genes were validated by RT–qPCR. (**e**) Luciferase reporter gene assay to measure *MyoG* promoter activity in fibroblasts cotransfected with MyoD and different amounts of Linc-RAM. LncMyoD, a non-related long non-coding RNA, served as negative control. The data are presented as mean±s.e.m. from three independent experiments. The statistical significance was calculated with the *t*-test, **P<0.01, ***P<0.001.

**Figure 5:**
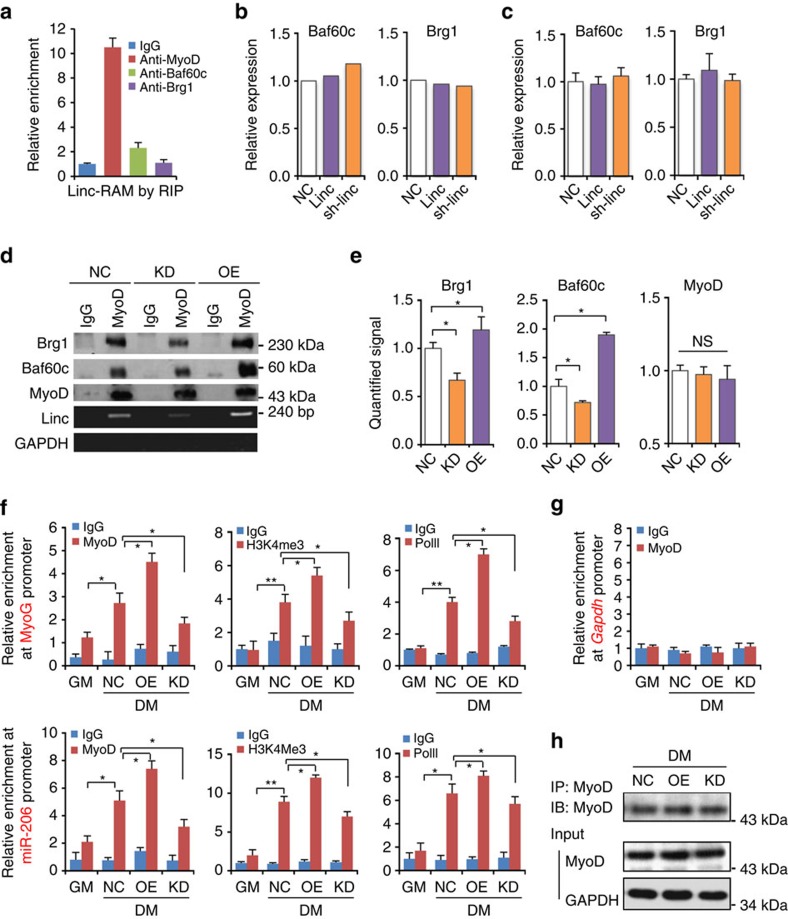
Linc-RAM facilitates formation of the MyoD–Baf60c–Brg1 complex by interacting with MyoD. (**a**) Interaction between Linc-RAM and MyoD, Baf60c and Brg1 determined by RNA immunoprecipitation (RIP). C2C12 cell lysates were immunoprecipitated using anti-MyoD, anti-Baf60c or anti-Brg1 antibodies, and Linc-RAM in immunoprecipitates was detected by RT–qPCR. IgG antibodies served as a control. (**b**) Expression of Baf60c and Brg1 in C2C12 cells with overexpression or knockdown (KD) of Linc-RAM analysed by RNA-Seq. (**c**) Expression of Baf60c and Brg1 in C2C12 cells with overexpression or KD of Linc-RAM determined by RT–qPCR. (**d**) Co-immunoprecipitation of Linc-RAM and the components in the MyoD/Baf60c/Brg1 complex determined by RIP analysis. Linc-RAM-overexpressing (OE) and Linc-RAM KD C2C12 cell lysates were immunoprecipitated using MyoD antibodies; Baf60c, Brg1 and MyoD in immunoprecipitates were detected by western blotting, and Linc-RAM was detected by RT–PCR. GAPDH served as a negative control. (**e**) Quantification of the immunoprecipated products in **d**. (**f**) ChIP assays were performed using chromatin from stable Linc-RAM-OE and Linc-RAM KD C2C12 cell lines and negative control (NC) cells cultured in growth medium (GM) or differentiation medium (DM). Chromatin was immunoprecipitated using antibodies against MyoD, H3K4me3, and RNA Pol II. The immunoprecipitated DNA was amplified using primers specific for *MyoG* and *miR-206* gene promoters. (**g**) Gapdh gene promoter were amplified using the same samples presented in **f**. (**h**) The resulted immunoprecipitates in **f** were applied for detection of MyoD by western blotting. The data are presented as mean±s.e.m. from three independent experiments. The statistical significance was calculated with the *t*-test, *P<0.05, **P<0.01.

**Figure 6:**
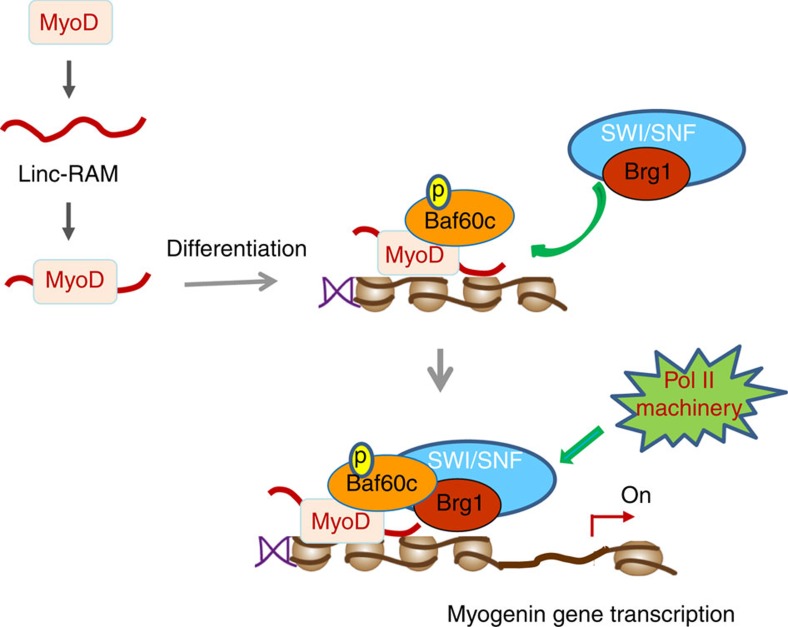
Hypothetical working model of Linc-RAM functions. Linc-RAM is transcriptionally upregulated by MyoD and directly binds to MyoD in muscle cells. In differentiating cells, Linc-RAM facilitates the recruitment of the SWI/SNF core to myogenic gene promoters through interaction with MyoD, thereby promoting chromatin remodelling and assembly of the transcriptome for transcriptional initiation of myogenic differentiation genes.

How the deposited data were processed for this re-analysis (not part of the article)

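RNA was sequenced from differentiating C2C12 cells carrying empty vector, Linc-RAM or an shRNA against Linc-RAM, with 1 library per condition and 3 libraries in all. The authors mapped the reads to mm9 with TopHat (default parameters in the methods, version 1.4.1 in the submitters' processing notes), computed read coverage per gene with DEGSeq and deposited RPKM values, that is, reads per kilobase of transcript scaled to the mapped reads of the library. The version of DEGSeq, the gene models, and the treatment of strand and of reads with several matches are not given in the sources used here. RPKM corrects for library size and transcript length but not for a few genes taking a large share of the reads, and its values depend on the gene models.
The values were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, intervals and tests were computed with scipy 1.17.1, and the plot was drawn with matplotlib 3.10.9. The ratio of depths was found from the steps of the RPKM values, and the control total was fixed from genes with 1 annotated transcript. Of 2031 such genes with at least 5 reads in every library, 906 had whole reads at their exact annotated length, and 0 did if the totals were raised by 3%. Whole reads were recovered for 4265 genes at an annotated length and for 9318 at another length, taking the fewest reads, and 7 genes were not recovered. The rule of the fewest reads replaced an earlier one, the length nearest the longest transcript, after recovered values had been seen. Because true reads can be more numerous, counting intervals are wide and simulated counts of calls from counting error alone are upper estimates. The simulations hold no variation between cultures, preparations or PCR copies, so chance calls from all sources can be more numerous.
The ratio of each library to control was taken on the RPKM values with no pseudocount, with a minimum of 1 RPKM in 1 or both of the libraries and thresholds of 2 and 0.5. No test across replicates was possible. Intervals at 95% are exact Clopper-Pearson intervals of the read share, turned into ratios, and the exact two-sided binomial test of reads compares 2 libraries and not the conditions. Both cover counting error only. Reads are not independent molecules where PCR copied them. A fold against a library at 0 takes a floor of 3 reads.
Besides the MyoD-bound genes of Supplementary Data set 2, there were 21 gene lists. These were fixed before the deposited files were examined, but some members had been seen in the supplementary data sets, which list fold changes. They covered myogenic regulatory factors, the contractile apparatus, calcium handling and the neuromuscular junction, fusion and adhesion, the Notch pathway, the cell cycle, SWI/SNF subunits, extracellular matrix, smooth muscle and SRF targets, the amino acid response, the interferon response, histones, ribosomal proteins, housekeeping genes, and markers of neurons, adipocytes, bone and cartilage, blood and macrophages, endothelium, epithelium and quiescent satellite cells. For each list the median of the log2 ratio, with 1 RPKM added to both values, was set against 10000 random lists matched in 20 bins of mean expression, among 10779 measured genes. Counting intervals of the medians came from 1000 redraws of the reads. Unchanged libraries were simulated 100 times with Poisson reads at the recovered depths and a shared control, and reads were thinned 20 times to the depth of the knockdown library.
The genes named were those the paper names with these data, the 8 largest and 8 smallest ratios per comparison among genes with at least 5 RPKM in 1 of the libraries and above 0 in both, and up to 4 members per list and comparison with the largest log2 ratio. The supplementary data sets, which list fold changes, had been read before this rule was written. A few other genes, named where a count was small, were chosen after their values were seen: Acta1, Atf5, Cd55, Sema6a, Zfp704, Cd24a, Cdhr1, Kcnh2 and Snord123, and Cdh15 in overexpressing cells. Some genes that the rule names are not reported here.
Alternatives set before the data were examined were pseudocounts of 0.1 and 1 RPKM, no minimum, a minimum of 5 RPKM, genes at 0 left out, a threshold of 1.5, rescaling to a median ratio of 1 or to a common sum per library, a binomial p of 0.005 or less on reads, and at least 10 reads. Genes called in either comparison, and a threshold of 1.5 with a binomial p of 0.005 or less, were counted after seeing the data. A minimum of 5 for the RPKM summed over the 3 libraries was found by trying filters against the numbers of the paper, after the values had been seen.
The procedure was tested on simulated data of 13139 genes. Recovered reads equalled the simulated reads for 92.8% of genes and were more for 0.0%. Intervals from the simulated reads and depths held the true ratio of 1 for 96.1% of 2098 unchanged genes. These genes had at least 10 reads over the 2 libraries. Intervals from recovered reads were not tested in this way. Of 50 genes set to a ratio of 0.25, 96.0% were found by the 2-fold rule and 84.0% with the test of reads, and the rule also called 464 unchanged genes, against 20 with the test of reads. For 50 genes set to 0.125 the shares found were 98.0% and 88.0%. Of 50 genes each set to 4 and 8, 100.0% were found both ways. All these changed genes were drawn from those with at least 20 recovered reads in control cells. The simulated overexpression library was deeper than the real one. Detection of changed genes with fewer reads was therefore not tested. GO enrichment was not recomputed, and MyoD ChIP-seq and RT–qPCR were not analysed here.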

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

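The fold and p thresholds behind the genes listed first, the choice of both patterns weighed here and all 3 tests of the histone pattern were set only after the results had been seen. The tests of genes shared by both comparisons were set before.
Some genes outside the 882 of Supplementary Data set 1 differed from control at least 4-fold, with a binomial p on their reads of at most 0.05 divided by the number of genes tested (10488 and 10546). In overexpressing cells there were 14. Ttn, the giant sarcomeric protein titin, had a ratio of 6.82 (95% interval 4.82 to 9.82) on about 45 and 126 reads. Ratios were 36.6 for Tspan7, 21.9 for Mtap2, 17.1 for Cst6, 16.6 for Ano5, 16.2 for Dkk2, 13.0 for Add2, 9.26 for Cmah, 8.01 for Hhip, 7.55 for 9330159F19Rik, 7.16 for Psd3, 5.87 for Ildr2 and 5.05 for Ank1. The ephrin receptor gene Epha7 had a ratio of 0.183. Tspan7, Mtap2, Cst6, Dkk2 and Add2 had 3 reads or fewer in control cells, and the interval of Tspan7 ran from 5.62 to 1.54e+03. In knockdown cells there were 4, namely Gpr116 with a ratio of 9.83, Aoc3 with 6.37, Clmn with 4.83 and again Epha7 with 0.117 (0.0314 to 0.311).
Of 10255 genes tested in both comparisons, 240 moved in the same direction in overexpressing and knockdown cells and 40 in opposite directions, and unchanged libraries simulated against the same control gave medians of 142 and 20, a similar imbalance, and at most 173 and 33. Counting noise of the shared control can thus account for much of the number but did not reach it, and the covariance of the log2 ratios across genes, 0.057, was also above the highest simulated, 0.037, while their correlation of 0.284 lay within the simulated 0.238 to 0.320. After thinning all libraries to the depth of the knockdown library the number was 556 against at most 469 simulated, which argues against the lower depth as the whole cause, although the correlation of 0.441 was then below the lowest simulated, 0.468. The median absolute difference between overexpressing and knockdown cells over these genes was 0.23 on the log2 scale, but choosing genes that moved alike largely fixes this value and it decides nothing. A property of the 1 control culture, vector or preparation cannot be told apart from a shared response to a change of Linc-RAM in either direction, because there is 1 control library.
Replication-dependent histone genes were lower in knockdown cells. The pooled reads of all histone genes had a ratio of 0.918 (0.872 to 0.967), below 1 beyond counting error, and those of the replication-dependent genes had 0.552 (0.494 to 0.617) while the replacement histone genes had 1.09 (1.03 to 1.16). Other RNAs without poly(A) tails had a pooled ratio of 1.14 (0.832 to 1.55), and in overexpressing cells 0.534 (0.352 to 0.787) while the replication-dependent histone genes there had 0.993 (0.912 to 1.08). Both comparisons go against a lower carry-over of RNA without tails, but 119 of the 146 control reads came from Snord123 alone, so carry-over cannot be told apart. The median of 13 DNA replication genes was -0.44 (-0.68 to -0.23), which is consistent with fewer cells in S phase, a hypothesis found and tested on the same 3 libraries, while the whole cell cycle list had a median of 0.04 and reads shared between near-identical histone genes were not tested.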

How the results depend on the processing

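Of 380 values under alternatives, over 153 results, 293 stayed within the set range and 87 moved. For the results marked as main the numbers were 82 and 54, and for the others 211 and 33. A count stayed if within 1.5 times, also where neither setting called a gene. Ratios and medians stayed if inside their own counting interval, which is wide on few reads. Tmem8c in knockdown cells thus stayed when it went from 0.21 to 0.503 with 1 RPKM added. Levels of Linc-RAM were put down as staying without a check. Ratios and medians that were called or lay outside the central 95% of random lists kept their direction, while some list medians inside that range changed sign. The rule on the RPKM summed over the 3 libraries, and all counts of genes called in either comparison, were added after seeing the data. No paired analysis was possible because there was 1 library per condition. Unless stated, the cause of a move was not tested.
For upregulated and downregulated genes in overexpressing cells, then in knockdown cells, the numbers were 235, 191, 172 and 223 with 1 RPKM added, 1256, 1643, 1251 and 1709 with no minimum, 164, 99, 119 and 151 with a minimum of 5 RPKM, 1234, 1102, 1261 and 1351 at 1.5-fold, 216, 118, 172 and 130 with a binomial p of 0.005 or less on reads, and 264, 235, 237 and 305 with the summed RPKM. With at least 10 reads they were 302, 362, 265 and 438. Stricter minimums and the test of reads keep fewer genes by construction. Because control cells had the deepest library, a minimum of reads, the test of reads and leaving out genes at 0 also treat increases and decreases unequally. Adding 0.1 RPKM, leaving out genes at 0 and both rescalings kept all 4 numbers within 1.5 times. The excess of upregulated genes in overexpressing cells turned with no minimum, with at least 10 reads and with scaling to a common sum (437 and 536), and the excess of downregulated genes in knockdown cells turned with the test of reads, with genes at 0 left out (469 and 456) and with a median ratio of 1 (508 and 495). Genes called in either comparison were 1692, and 725 with 1 RPKM added, 4115 with no minimum, 473 with a minimum of 5 RPKM, 4073 at 1.5-fold, 572 with the test of reads, 882 with the summed RPKM and 1122 at 1.5-fold with the test of reads.
With 0.1 RPKM added, the median of the contractile list was 1.23 in overexpressing and -0.60 in knockdown cells and that of the MyoD-bound genes 0.48 in overexpressing cells. With a minimum of 5 RPKM, the medians in overexpressing cells were 0.24 for the contractile list, 0.12 for histones and 0.57 for the MyoD-bound genes. With the test of reads, the contractile list had 8 upregulated by overexpression and 1 downregulated by knockdown, and the regulators had 1 upregulated by knockdown. Histones then had 1 upregulated and 2 downregulated by overexpression, and 0 and 3 by knockdown. The MyoD-bound genes had 20 downregulated by overexpression, and 18 upregulated and 23 downregulated by knockdown. Genes moving in the same direction in both comparisons were 57 with a minimum of 5 RPKM, 56 with the test of reads and 119 with the summed RPKM, and those in opposite directions were 3 and 8 in the former 2 cases.
The medians that changed sign included -0.15 for bone and cartilage markers in knockdown cells with a minimum of 5 RPKM and -0.02 for housekeeping genes in overexpressing cells with scaling to a common sum, which also took the Notch and satellite cell lists in overexpressing cells to -0.03 and the ratio of Smarcd3 there from 1.05 to 0.995. Depth limits genes of few reads. Of the upregulated genes, 73 in overexpressing and 78 in knockdown cells had 3 reads or fewer in both libraries compared.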

Differences from the paper's values

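The paper gives 264 upregulated genes in overexpressing cells against 500 here, at the same 2-fold threshold with a minimum of 1 RPKM, where the paper's text states no minimum. Of the alternatives set before the data were examined, 1 RPKM added (235), the binomial test of reads (216) and at least 10 reads (302) come within 1.5 times, and 0.1 RPKM added, no minimum, a minimum of 5 RPKM, genes at 0 left out, the 1.5-fold threshold and both rescalings do not. The paper's 235 downregulated genes compare with 457 here, and of those alternatives only 1 RPKM added (191) comes within 1.5 times.
For knockdown cells the paper's text gives 305 upregulated genes, against 497 here, and 237 downregulated genes, against 518. At least 10 reads (265) comes within 1.5 times for the former and 1 RPKM added (223) for the latter, and the other alternatives set before do not. The sheet of Supplementary Data set 1 with 305 genes holds genes whose RPKM was below control in all 305 cases, and the sheet with 237 holds genes above control in all 237, the reverse of the text. Against the directions of the sheets, 1 RPKM added (172), the test of reads (172) and at least 10 reads (265) come within 1.5 times of the paper's 237 for upregulated genes, and 1 RPKM added (223), genes at 0 left out (456) and at least 10 reads (438) of its 305 for downregulated genes, and the other alternatives set before do not. A minimum of 5 for the RPKM summed over the 3 libraries, chosen after seeing the values and by comparison with these numbers, gives 264, 235, 237 upregulated and 305 downregulated, and drops 0 of the genes of the 4 sheets. The rule used here calls 264 of 264, 234 of 235, 237 of 237 and 300 of 305 of them, and 163, 105, 128 and 119 have a binomial p of 0.005 or less on their reads.
Over both comparisons the paper's text gives 882 genes, against 1692 here. This count was added after seeing the data, and with the settings listed before, 1 RPKM added (725) and at least 10 reads (1193) come within 1.5 times and the others do not, while the summed RPKM, chosen after seeing the values, gives 882 and drops 0 of them. The legend of Fig. 4a gives other cutoffs, 1.5-fold and a P of 0.005 or less, and the paper's number there is 852. At those cutoffs, with the binomial p on reads, the legend naming no test, 1122 genes were called.
The paper names genes regulated jointly by Linc-RAM and MyoD and checked by RT–qPCR (Fig. 4d). In the RPKM values, Myod1 with overexpression (2.04) and Col4a1 (1.53 and 0.481) moved in opposite directions in the 2 comparisons, as did Myod1 with knockdown (0.584, short of 2-fold). Myog was higher with overexpression (5.60) but had a ratio of 0.911 (0.397 to 1.91) with knockdown. Tmem8c had ratios of 1.87 and 0.21 on few reads, and Mir206 and Mir133a-1 were listed at 0 in all 3 libraries. For Smarcd3 and Smarca4 the values match those of Fig. 5b.
The paper places the shRNA targets at 249 to 269 and 372 to 394 of Linc-RAM, and they lie at 228 to 248 and 351 to 371 of the annotated transcript. The starts are 21 nt apart in both cases, and the paper's range for shRNA-2 spans 23 positions while its sequence has 21 bases.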

Other observations

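Both comparisons use the same control library, so a list that moved alike in both is not 2 independent results. Of 50 measured ATF4 targets of the amino acid response, 10 were downregulated and 2 upregulated in overexpressing cells (median log2 ratio -0.36, percentile 0.0), and 14 and 0 in knockdown cells (-0.56, percentile 0.0, and -0.71 with 0.1 RPKM added). Aldh1l2, a mitochondrial folate enzyme, had a ratio of 0.216 with overexpression (95% interval 0.131 to 0.338), and Trib3 one of 0.0881 with knockdown on about 31 reads and 1 read. Gdf15 was 4.63-fold higher with overexpression. Of 37 smooth muscle genes and SRF targets, 5 were downregulated in each comparison, and 2 and 1 upregulated (medians -0.32 and -0.26, percentiles 0.0 and 0.2). With overexpression Acta2, smooth muscle alpha actin, had a ratio of 0.379 (0.358 to 0.401), Tagln 0.335 (0.288 to 0.388) and Cnn1, calponin, 0.222 (0.108 to 0.411), and with knockdown Ctgf had 0.214 (0.13 to 0.334) and Mylk 3.72 (2.70 to 5.15). Actin genes share sequence. Of 62 extracellular matrix genes, 6 were upregulated and 7 downregulated with overexpression (median -0.17, percentile 0.0), and 5 and 6 with knockdown (-0.14, percentile 6.8), among them the collagen cross-linking enzyme gene Lox at 0.449 (0.414 to 0.487).
Markers of neurons lay at percentile 100.0 with overexpression and 0.1 with knockdown. The neurofilament gene Nefl had ratios of 5.50 (3.65 to 8.44) and 0.078 (0.00192 to 0.464), L1cam one of 7.88 (4.51 to 14.5) and Tubb3, a neuronal tubulin, one of 3.53 (2.98 to 4.19) with overexpression, but Stmn2 was lower in both, at 0.457 and 0.116. The study lists 3 of these markers, Nptx1, Stmn4 and Tubb3, among the MyoD-bound genes. Epithelial markers had 1 upregulated and 1 downregulated of 4 with knockdown (median 0.16). Adipocyte markers had 2 upregulated and 3 downregulated of 11 with overexpression (-0.34), and 2 and 1 with knockdown (-0.24), with medians of -0.76 and -0.56 at a minimum of 5 RPKM. Of 4 bone and cartilage markers, 0 were called with overexpression (0.39, and 0.64 with 0.1 RPKM added) and 1 was upregulated with knockdown (0.24), Dmp1. Of 3 blood and macrophage markers none was called (-0.40 and 0.30), and the 1 endothelial marker measured, Ramp2, was upregulated with overexpression on about 3 and 4 reads (0.93 and -0.74, the latter -2.95 with 0.1 RPKM added). Quiescent satellite cell markers had 4 upregulated and 1 downregulated of 16 with overexpression (0.05), and 2 and 2 with knockdown (0.08).
Interferon response genes had 9 downregulated and 1 upregulated of 34 with overexpression (median -0.31, percentile 0.0) and 4 and 2 with knockdown (0.05, percentile 68.9), but only 1 of the 9, Irgm1 (0.449, 0.312 to 0.632), had a binomial p of 0.005 or less. Ribosomal protein genes had medians of 0.26 and 0.03 over 73 genes, at percentiles 100.0 and 96.6. With overexpression 56 of the 73 lay above 0, while 2 were upregulated and 4 downregulated, and with knockdown 1 and 1. None of these calls had such a p. Of 57 cell cycle genes, 1 was upregulated and 1 downregulated with overexpression (0.15, percentile 99.9, and 0.08 with scaling to a common sum), and 2 and 3 with knockdown (percentile 83.9). The cell cycle inhibitor gene Cdkn1c was 5.46-fold higher with knockdown (2.06 to 16.0) on about 7 and 14 reads, and Mcm5 had 0.491. None of 27 housekeeping genes was called (0.06 and 0.03). With a binomial p of 0.005 or less in both comparisons, Cd55, Nefl, Notch1, Sema6a and Zfp704 were higher with overexpression and lower with knockdown, Cd24a, Cdhr1 and Kcnh2 were the reverse, 27 genes were higher in both and 29 lower in both.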
